# Dopamine Signaling Leads to Loss of Polycomb Repression and Aberrant Gene Activation in Experimental Parkinsonism

**DOI:** 10.1371/journal.pgen.1004574

**Published:** 2014-09-25

**Authors:** Erik Södersten, Michael Feyder, Mads Lerdrup, Ana-Luisa Gomes, Hanna Kryh, Giada Spigolon, Jocelyne Caboche, Gilberto Fisone, Klaus Hansen

## Abstract

Polycomb group (PcG) proteins bind to and repress genes in embryonic stem cells through lineage commitment to the terminal differentiated state. PcG repressed genes are commonly characterized by the presence of the epigenetic histone mark H3K27me3, catalyzed by the Polycomb repressive complex 2. Here, we present *in vivo* evidence for a previously unrecognized plasticity of PcG-repressed genes in terminally differentiated brain neurons of parkisonian mice. We show that acute administration of the dopamine precursor, L-DOPA, induces a remarkable increase in H3K27me3S28 phosphorylation. The induction of the H3K27me3S28p histone mark specifically occurs in medium spiny neurons expressing dopamine D1 receptors and is dependent on Msk1 kinase activity and DARPP-32-mediated inhibition of protein phosphatase-1. Chromatin immunoprecipitation (ChIP) experiments showed that increased H3K27me3S28p was accompanied by reduced PcG binding to regulatory regions of genes. An analysis of the genome wide distribution of L-DOPA-induced H3K27me3S28 phosphorylation by ChIP sequencing (ChIP-seq) in combination with expression analysis by RNA-sequencing (RNA-seq) showed that the induction of H3K27me3S28p correlated with increased expression of a subset of PcG repressed genes. We found that induction of H3K27me3S28p persisted during chronic L-DOPA administration to parkisonian mice and correlated with aberrant gene expression. We propose that dopaminergic transmission can activate PcG repressed genes in the adult brain and thereby contribute to long-term maladaptive responses including the motor complications, or dyskinesia, caused by prolonged administration of L-DOPA in Parkinson's disease.

## Author Summary

In Parkinson's disease (PD) the motor impairment produced by the progressive death of midbrain dopaminergic neurons is commonly treated with the dopamine precursor, L-DOPA. Utilizing a mouse model of PD, we show that L-DOPA, via activation of dopamine D1 receptors, promotes the expression of genes normally repressed by Polycomb group (PcG) proteins. We propose that this effect is exerted by promoting the phosphorylation of histone H3 on serine 28 at genomic regions marked by tri-methylation of the adjacent lysine 27, generating a H3K27me3S28p double-mark. This event leads to displacement of PcG proteins and aberrant gene expression. These findings reveal a previously unrecognized plasticity of PcG-repressed genes in terminally differentiated neurons. Furthermore, the identification of specific genes whose expression is increased upon prolonged treatment with L-DOPA and the consequential activation of dopamine D1 receptors offer a possibility to design novel therapeutic strategies to treat Parkinson's disease and potentially other disorders caused by dysfunctional dopaminergic transmission in the brain, such as drug addiction and schizophrenia.

## Introduction

An emerging concept in neurobiology is that many mechanisms implicated in chromatin remodeling and developmental processes retain their plasticity in the adult brain. Indeed, a number of environmental stimuli are known to generate chromatin modifications that have been causally linked to synaptic plasticity and associated behavioral and pathological responses. In this context, core histone modifications [1] have been implicated in cognitive functions, as well as in psychiatric conditions [1], [2].

Polycomb group (PcG) proteins maintain cell type specific gene repression that is established during early embryonic development by regulating chromatin structure [3]. The Polycomb repressive complex 1 (PRC1) mediates histone H2A lysine 119 mono-ubiquitination (H2AK119ub), while PRC2 di- and tri-methylates histone H3 lysine 27 (H3K27me2/3) [4], [5]. Functionally, both PRC1 and PRC2 can be recruited to genomic regions through direct binding to H3K27me3 marked chromatin. Importantly, while dysregulation of PcG binding to target genes has been implicated in serious developmental defects and diseases such as cancer [6], [7], aberrant derepression of PcG target genes have not been associated with pathology of terminally differentiated neurons [2].

Parkinson's disease (PD) is caused by the death of midbrain neurons producing dopamine. This disorder is commonly treated with L-DOPA, which upon conversion to dopamine, relieves the motor symptoms of PD [8]. However, prolonged use of L-DOPA results in the emergence of dyskinesia, involving dystonic and choreic movements [9]. Several lines of evidence indicate that L-DOPA-induced dyskinesia (LID) is caused by abnormal activation of dopamine D1 receptors (D1Rs) located on the medium spiny neurons (MSNs) of the striatum [10], [11]. This leads to increased gene expression through sequential activation of PKA, dopamine- and cAMP-regulated phosphoprotein of 32 kDa (DARPP-32), extracellular signal-regulated kinases (Erk), mitogen- and stress-activated kinase 1 (Msk1) and eventually phosphorylation of histone H3 at serine 10 (H3S10p) [12]–[15].

While the regulation of histone H3S10 phosphorylation has been studied in the adult brain [16], [17], almost nothing is known regarding H3S28 phosphorylation in neurons. However, in non-proliferating human fibroblasts it has been shown that H3K27me3S28 phosphorylation in response to MSK activation can lead to transcription of otherwise stably repressed genes [18]. The initial derepression is caused by displacement of gene repressor complexes containing PcG proteins, followed by transcriptional activation.

In this study, we describe an important link between dopamine signaling, H3K27me3S28 phosphorylation, and aberrant gene expression associated to reduced PcG binding. Using a mouse model of PD, we show that dopamine via D1Rs increases H3K27me3S28 phosphorylation in striatal MSNs via two pathways: 1) activation of Msk1, leading to phosphorylation of H3K27me3S28 and 2) activation of DARPP-32 leading to protein phosphatase 1 (PP1) inhibition and suppression of H3K27me3S28p dephosphorylation. The combined effect is an accumulation of H3K27me3S28p at gene promoters that reduces PcG binding and allows transcription of a subset of genes. The results reveal a previously unrecognized plasticity of PcG-repressed genes in the adult brain, which upon environmental changes can be aberrantly induced via Erk-Msk1 mediated H3K27me3S28 phosphorylation and PKA-DARPP-32-dependent modulation of PP1 activity towards the same histone mark.

## Results

### L-DOPA triggers H3K27me3S28 phosphorylation in MSNs of hemiparkinsonian mice

The ability of L-DOPA to activate the Erk-Msk1 pathway in striatal MSNs [15], [19], [20], led us to hypothesize that signaling through dopamine receptors would induce phosphorylation of S28 in the context of H3K27me3 marked genomic sites to generate the H3K27me3S28p double histone modification. To test this possibility we turned to an experimental mouse model of PD in which unilateral stereotaxic injection of the neurotoxin 6-OHDA results in the elimination of the dopaminergic innervation to the basal ganglia (Figure 1A) [20], [21]. In the lesioned striatum, MSNs react to the loss of dopamine by developing a remarkable sensitization to D1R agonists and, upon L-DOPA treatment strongly activate Msk1, while the MSNs in the contralateral, unlesioned striatum are unaffected [22]. This unilateral model of PD has the advantage that each mouse can serve as its own within-subject control as the dopamine sensitized MSNs in the striatum of the 6-OHDA lesioned side respond with intense D1R-mediated signaling to administration of L-DOPA, while the MSNs in the unlesioned side are not affected [15], [19], [20].

**Figure 1:**
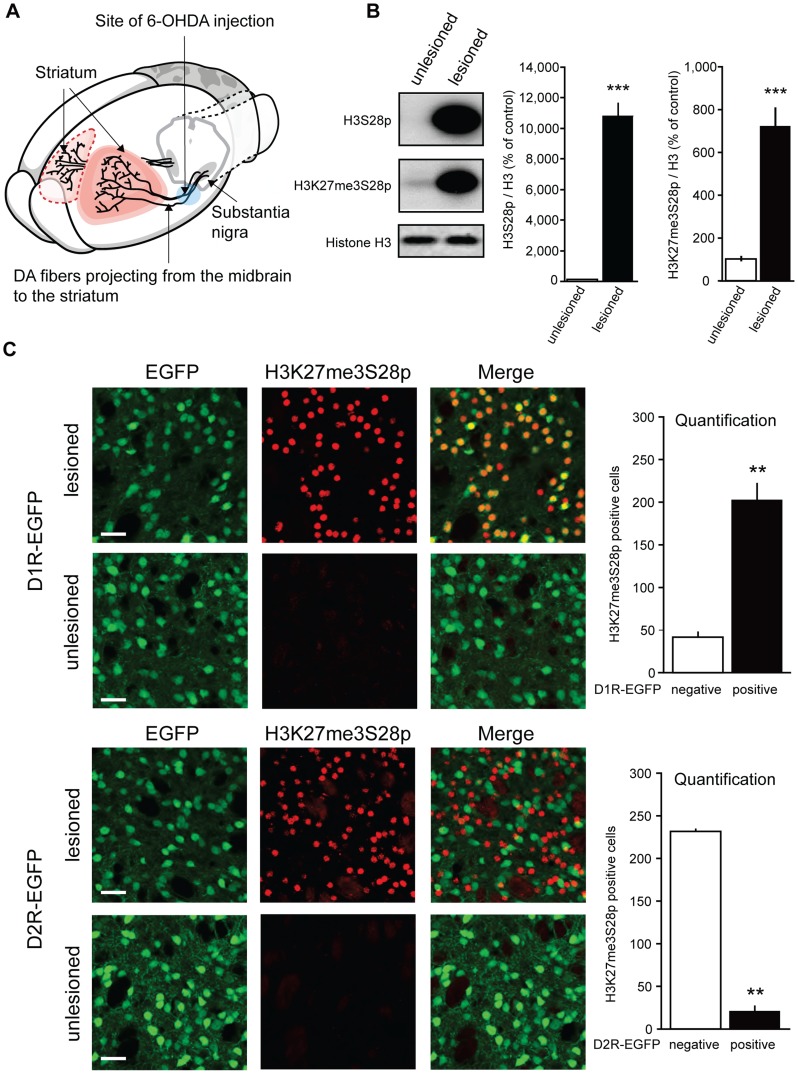
L-DOPA triggers H3K27me3S28 phosphorylation in MSNs of hemiparkinsonian mice. A) Hemiparkinsonian mice were generated by unilateral injection of 6-OHDA into the medial forebrain bundle, eliminating the dopaminergic (DA)-innervation from the substantia nigra into the striatum. B) Acute L-DOPA administration (1 hour) increased H3S28p and H3K27me3S28p in the lesioned striatum shown by Western blotting. Mean values ±S.E.M in the bar diagrams, *** p<0.001, n = 3–6 per condition. C) Confocal micrographs of H3K27me3S28p immunostaining from the striatum of D1- or D2-receptor EGFP-expressing mice. Acute L-DOPA administration increased H3K27me3S28p which predominantly co-localized with EGFP-labeled cells of D1R-EGFP mice (t_(4)_ = 8.20, ** p<0.01) and which segregated from EGFP-labeled cell bodies of D2R-EGFP mice (t_(2)_ = 30.30, ** p<0.01). n = 2–3 per condition. Quantifications are means ±S.E.M. Scale bar is 30 µm.

In the first experiment, lesioned mice were injected with L-DOPA and sacrificed 1 hour later (acute L-DOPA). By Western blotting, we observed that L-DOPA caused a dramatic increase in H3K27me3S28 phosphorylation in the lesioned striatum compared to the unlesioned striatum (Figure 1B).

The striatum contains two main populations of MSNs that are enriched for either D1Rs or dopamine D2 receptors (D2Rs). Activation of these neurons produces opposite behavioral responses, which are related to their distinct connectivity to the output stations of the basal ganglia [23]–[26]. To identify the population(s) of striatal MSNs that responded to L-DOPA with increased H3K27me3S28 phosphorylation we made use of transgenic mice expressing EGFP under the control of regulatory elements of the D1R or D2R (D1R-EGFP or D2R-EGFP) [27]. These mice were lesioned, treated with L-DOPA and perfused after 1 hour. The results showed that, in the lesioned striata of D1R-EGFP mice, H3K27me3S28p co-localized with the EGFP-labeled cell bodies (Figure 1C), while in D2R-EGFP mice, H3K27me3S28p was segregated from EGFP-labeled cell bodies (Figure 1C).

To further confirm that D1Rs activate the signaling cascade inducing the H3K27me3S28p mark, we injected naïve mice with the specific D1R-agonist SKF81297. Indeed, H3K27me3S28p was increased 1 hour after SKF81297 injection (Figure S1A).

We concluded that in hemiparkisonian mice, where the dopamine innervation was eliminated by unilateral injection of 6-OHDA, acute administration of L-DOPA produced a large increase in H3K27me3S28p specifically localized to the nuclei of striatal D1R-MSNs.

### L-DOPA mediated H3K27me3S28 phosphorylation correlates with reduced PcG protein binding and activation of genes

Given the dramatic increase in H3K27me3S28p in D1R expressing MSNs, we examined the global distribution of this mark on chromatin. We undertook chromatin immunoprecipitations (ChIPs) for H3K27me3S28p from pooled lesioned or unlesioned striata, after acute administration of L-DOPA (tissue from 45 mice were pooled for each condition), followed by ChIP-sequencing (ChIP-seq). This was also done using antibodies for H3K4me3 and H3K27me3, to define potentially active or PcG-repressed chromatin, respectively. In this way, we identified four genes encoding transcription factors (TFs) where H3K27me3S28 phosphorylation was induced near the transcription start sites (TSS) (Figure 2A). Two of them, *Atf3* and *Npas4* have previously been found to be implicated in neuronal plasticity, while *Klf4* and *Hoxa2* are well known PcG target genes implicated in stem cell function and cellular differentiation. In the lesioned striata the peaks observed for H3K27me3S28p at the *Atf3*, *Klf4* and *Npas4* genes coincided with the H3K27me3 peaks. Co-occurrence was also observed for H3K27me3S28p and H3K4me3 (Figure 2A). In contrast, chromatin at the *Hoxa2* locus was blanketed with H3K27me3 and H3K27me3S28p in the lesioned striata, without any apparent H3K4me3 signal (Figure 2A).

**Figure 2:**
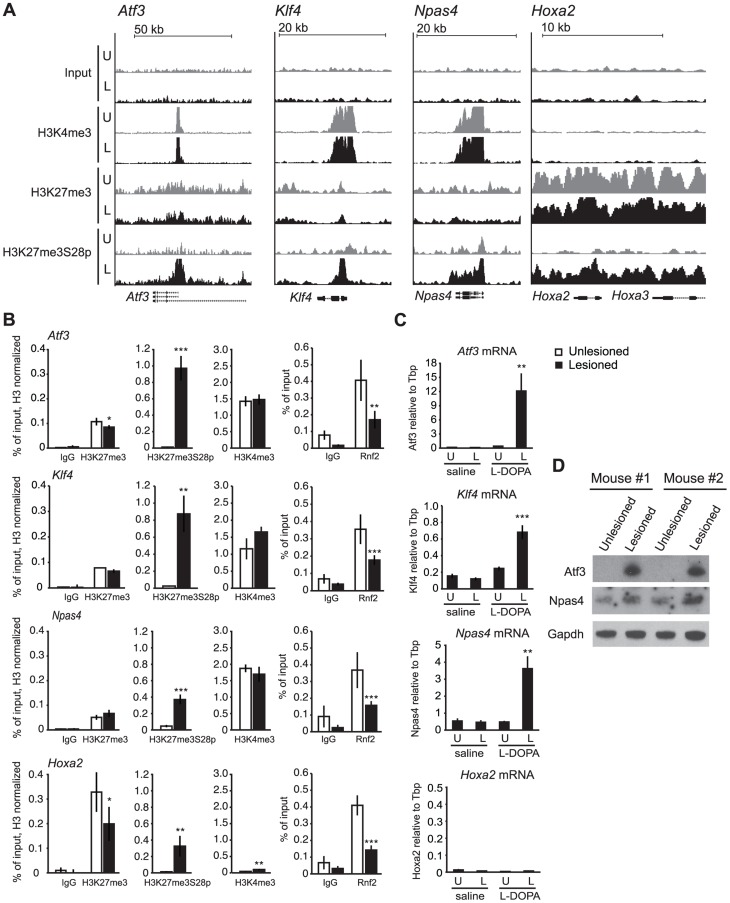
L-DOPA mediated H3K27me3S28 phosphorylation correlate with reduced PcG binding and derepression of genes. A) ChIP-seq signals for input chromatin, H3K4me3, H3K27me3 and H3K27me3S28p in unlesioned and lesioned striata after acute L-DOPA. Shown are genomic regions at the *Atf3*, *Klf4*, *Npas4* and *Hoxa2* genes. B) ChIP-qPCR on chromatin from unlesioned and lesioned striata after acute L-DOPA. Signals from histone marks were normalized to the total histone H3 using the same primers. Error bars represent standard deviation calculated from triplicate qPCR reactions. The signal in the lesioned striatum was compared to the signal in the unlesioned striatum, * p<0.1, ** p<0.05, *** p<0.001. C) RT-qPCR using primers for *Atf3*, *Klf4*, *Npas4*, *Hoxa2* and *Tbp* (used for normalization) showing mRNA levels of the genes in saline control or acute L-DOPA (n = 3), in unlesioned and lesioned striata, respectively. Data are means ±S.E.M of the biological triplicates. *p<0.05, **p<0.01, ***p<0.001. D) Western blot showing induced protein levels for Atf3 and Npas4 in lesioned compared to unlesioned striata after acute L-DOPA treatment of two mice. Gapdh was used as loading control.

To support these observations, we performed ChIP-qPCR on chromatin from lesioned and unlesioned striata after acute L-DOPA. Antibodies against H3K27me3S28p, H3K27me3, H3K4me3 and Rnf2 (PRC1 subunit), and general IgG as a negative control were used (Figure 2B). The results confirmed the induction of H3K27me3S28p in the lesioned striatum upon L-DOPA stimulation and the presence of H3K27me3 at all genes analyzed, as well as H3K4me3 enrichment in chromatin from the unlesioned and lesioned striata on *Atf3*, *Klf4* and *Npas4* genomic loci. In line with our previous findings [18], the induction of H3K27me3S28 phosphorylation on these loci correlated with a reduction in Rnf2 binding.

Whereas L-DOPA induced H3K27me3S28 phosphorylation in the striatum was restricted to D1R-MSNs, the origins of signal in the H3K27me3 and H3K4me3 ChIPs were uncertain, due to the presence of several cell types in the tissue. We have estimated the contribution of D1R-MSNs to the bulk chromatin analyzed in our ChIPs to be approximately 43% (Figure S3). Therefore, D2R-MSNs could account for a significant part of the H3K4me3 and H3K27me3 signals detected by ChIP.

The increase in H3K27me3S28p and the reduced binding of Rnf2 suggested that these genes become de-repressed upon acute L-DOPA treatment. We therefore performed RT-qPCR using RNA isolated from lesioned mice treated with L-DOPA or saline as control (Figure 2C). Indeed, L-DOPA increased the expression of mRNA for *Atf3*, *Klf4* and *Npas4* in the lesioned compared to the unlesioned striatum and to the saline controls, whereas the expression of *Hoxa2* was unchanged (Figure 2C). The lack of expression from the *Hoxa2* locus was supported by the absence of the active H3K4me3 histone mark. Importantly, the increases of Atf3 and Npas4 were furthermore confirmed at the protein level (Figure 2D), suggesting the potential involvement of these TFs in the phenotypic effects produced by L-DOPA in parkinsonian mice.

In summary, our data suggest that administration of L-DOPA in a mouse model of PD promotes H3K27me3S28 phosphorylation on several PcG target genes marked by H3K27me3. This effect occurs in the striatal D1R-MSNs of the lesioned brain hemisphere and correlates with a reduction in Rnf2 binding and increased gene expression.

### Genome wide induction of H3K27me3S28 phosphorylation correlates with an increase of mRNA transcripts from H3K27me3 marked gene loci

To estimate the genome-wide extent of H3K27me3S28 phosphorylation induced by L-DOPA, we scored regions +/−1 kb from the transcription start sites (TSS) of all annotated (mm9) mouse transcripts (n = 189,660) for the enrichment of H3K27me3 in chromatin from unlesioned striata (Figure 3A) and H3K27me3S28p in lesioned striata (Figure 3B). For this correlation, the H3K27me3 mark was determined in the unlesioned striata, instead of the lesioned striata, in order to ensure that the H3K27me3 signal was not altered by epitope masking due to H3K27me3S28 phosphorylation [18]. Using a cutoff where only 5% of the regions were expected to score positive by chance (see Materials and Methods), this analysis showed that approximately 20.7% (n = 39,197) of all loci that can give rise to mRNA transcripts were H3K27me3 positive (Figure 3A) and 6.9% (n = 13,148) were H3K27me3S28p positive (Figure 3B). As observed in the Venn diagram presented in Figure 3C the majority (83%) of H3K27me3S28 phosphorylation occurred in genomic regions that were already marked by H3K27me3 before L-DOPA administration, while approximately 17% of the genomic sites had levels of H3K27me3 below our defined cut-off for the analysis and could in principle have gained H3K27me3 upon L-DOPA administration.

**Figure 3:**
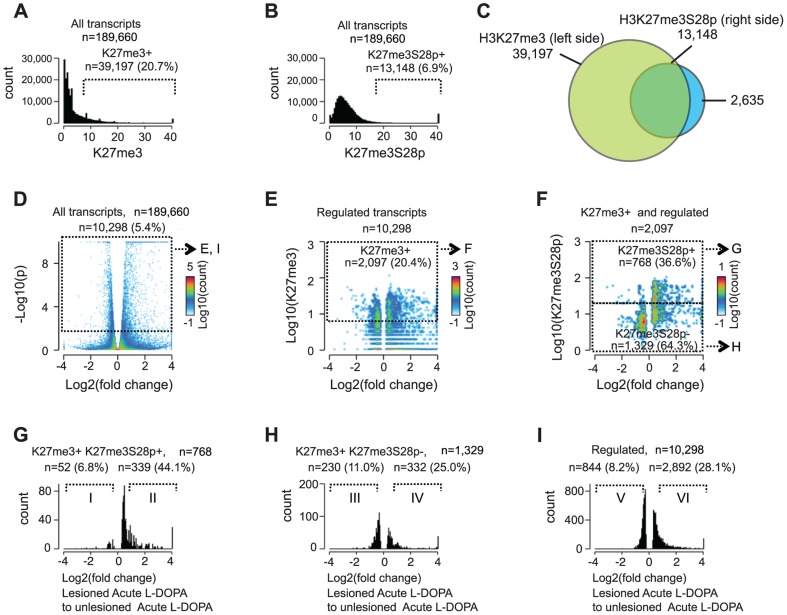
Induction of H3K27me3S28 phosphorylation genome wide correlates with an increase of mRNA transcripts from H3K27me3 marked gene loci. Genome-wide correlation of expression data obtained by RNA-seq and H3K27me3 and H3K27me3S28p ChIP-seq data from lesioned and unlesioned striata of acute L-DOPA treated mice. A) and B) Histogram of the levels of H3K27me3 in the unlesioned striata (A) or H3K27me3S28p in the lesioned striata (B) at the TSS of genes (+/−1,000 bp). Values on x-axis are H3K27me3 levels (A) or H3K27me3S28p levels (B) normalized to reads per 1 kbp per 10 million reads (see Experimental Procedures). Genes were scored H3K27me3 positive (A) or H3K27me3S28p positive (B), respectively. C) Venn diagram to show the overlap between gene loci in the mouse genome which can give rise to a mRNA transcript that are marked by H3K27me3 in the unlesioned tissue sample from the left brain hemisphere, that gain H3K27me3S28 phosphorylation in the lesioned right brain hemisphere upon acute L-DOPA administration. D) Volcano plot of differentially expressed transcripts in the lesioned striata compared to the unlesioned striata after acute L-DOPA. Marked areas indicate regulated transcripts. E) 2D-histogram of transcripts that were regulated. Values on the x-axis correspond to log2 fold change in the expression level of the transcript, whereas y-axis values correspond to the quantitated H3K27me3 levels at TSS of the corresponding gene (normalized to general H3). Of the regulated transcripts, 20.4% originated from genes that scored H3K27me3 positive according to the threshold mentioned in A (marked area). F) 2D-histogram of regulated transcripts originating from H3K27me3 positive genes. Values on the x-axis correspond to log2 fold change in the expression level of the transcript, y-axis levels correspond to the quantitated, normalized, H3K27me3S28p levels at TSS of the corresponding gene. G–I) Histograms of the fold change in expression of the H3K27me3S28p positive and H3K27me3 positive genomic loci (G), H3K27me3S28p negative, but H3K27me3 positive genomic loci (H), and all regulated transcripts (I). H3K27me3S28p positive transcripts (G) are much more frequently induced than H3K27me3S28p negative (H) or regulated transcripts in general (I). Roman numerals indicate the subpopulations used for Gene Ontology Enrichment Analysis (Figure S4).

Having observed that an impressive 33.5% of all H3K27me3 positive loci that potentially could give rise to mRNA transcripts became enriched for H3K27me3S28p upon L-DOPA stimulation, we next asked if and to which extent these transcripts were actually induced. 

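Striatal RNA of hemiparkinsonian mice was sequenced 1 hour after a single injection of L-DOPA (10 mg/kg) given together with benserazide (7.5 mg/kg), a drug that keeps L-DOPA from being converted outside the brain. There were 3 libraries from the lesioned and 3 libraries from the unlesioned striatum. The authors mapped the reads to the mouse genome mm9 and deposited, without normalization, the number of reads counted on each of 189660 transcripts of the Genomatix list, which belong to 52169 gene symbols. A read was counted on every transcript that it overlaps, so the totals exceed the number of reads. They lay between 87695043 and 136532283 counts per lesioned library (median 106452811) and between 133960762 and 173116525 counts per unlesioned library (median 135451421). Summed over a single transcript per gene, the totals of the 2 groups ranged from 18373874 to 36492206 counts. Lesioned and unlesioned striata were compared in edgeR on the counts of these 6 libraries with TMM normalization. Filtering on low counts left 129674 transcripts, and a transcript was called regulated when the Benjamini-Hochberg adjusted p of the quasi-likelihood test lay under 0.05. Levels are given as CPM, counts scaled to the normalized library total over all transcripts. A count of 0 allows a level of up to 3 counts, which is 0.0171 to 0.0347 CPM in these libraries and covers counting error only. Where a gene is named, its value is that of its transcript with the highest mean count over all libraries.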

We therefore performed global RNA-sequencing (RNA-seq) on mRNA isolated lesioned mice treated with L-DOPA. The analysis showed that 1 hour after L-DOPA, 5.4% (n = 10,298) of all transcripts had significantly changed expression in the lesioned striatum compared to the unlesioned striatum (Figure 3D). 

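Of the 129674 transcripts tested, 16684 were regulated in the lesioned striatum after acute L-DOPA, which is 8.80% of all transcripts in the list. Of these, 8878 were higher and 7806 lower than in the unlesioned striatum. On a single transcript of each of 14460 genes with known GC content, 1254 were higher and 1318 lower. Once a trend with GC content and length was removed, 1154 were higher and 2386 lower. This removal, an alternative chosen after seeing the data, also made the mean log level equal across libraries. The shift in numbers can therefore not be credited to the trend alone. The regulated transcripts belonged to 3793 gene symbols, and a test of a single transcript per gene called 3135. With the counts summed over all transcripts of a gene, 1389 genes were higher and 1254 lower. Without replicate 3 of the acute unlesioned group, 9547 transcripts were regulated. The authors' deposited table of this comparison lists 10298 regulated transcripts, of which 10159 were also called here, all in the same direction. The largest rise among genes with at least 1 CPM was that of AK143311, a clone on chromosome 5 of mm9 from 32439289 to 32442017 that overlaps Fosl2 and can share its reads. Its log2 fold change was 5.84 (standard error 0.19, adjusted p = 1.65e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Atf3*, on chromosome 1 from 192994175 to 193007212, rose from 0.567 ± 0.16 to 14.9 ± 3.1 CPM (SD, n = 3), a log2 fold change of 4.73 (standard error 0.19, adjusted p = 8.26e-09 from the same quasi-likelihood test with Benjamini-Hochberg adjustment). *Fosb* rose from 8.99 ± 0.53 to 227 ± 14 CPM, by 4.67 on the log2 scale (standard error 0.08). The largest falls were those of the clone AK081443, with a log2 fold change of -2.71 (standard error 0.20), of the dopamine D1 receptor gene *Drd1a*, with -2.30 (standard error 0.10), and of *Kcng1*, with -2.08 (standard error 0.16). *Kcng1* overlaps the clone AK133086 on the opposite strand, and the paper does not state whether the counting used the strand. In each of these genes, every lesioned library lay on the same side of every unlesioned library, as the choice of genes required; chance gives such an order to 10% of genes. With each library left out in turn, the log2 fold change of *Atf3* stayed between 4.58 and 4.95 and that of *Drd1a* between -2.38 and -2.18.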

Importantly, 20.4% of these transcripts also scored positive for H3K27me3 at the chromatin level (Figure 3E; threshold mentioned in Figure 3A). We next examined to which extent the regulated transcripts that were marked by H3K27me3 at their genomic loci also scored positive for H3K27me3S28p (according to Figure 3B) and found that 36.6% matched this criterion (Figure 3F). It was furthermore apparent that most transcripts with high H3K27me3S28p levels near the TSS were induced rather than repressed. Further analysis of the different populations of regulated transcripts showed that, of the 768 that originated from H3K27me3- and H3K27me3S28p-positive loci, 52 were ≥1.5 fold down-regulated, whereas the majority 339 were ≥1.5 fold up-regulated (Figure 3G). This could be compared to the 1,329 regulated transcripts originating from H3K27me3 positive loci lacking H3K27me3S28p of which 230 were ≥1.5 fold down-regulated and 332 were up-regulated (Figure 3H), or to all 10,298 regulated transcripts (regardless of specific histone marks at their loci), where 844 were ≥1.5 fold down-regulated and 2,892 were ≥1.5 fold up-regulated (Figure 3I).

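Over all regulated transcripts, regardless of histone marks, 3713 were at least 1.5 fold higher and 1042 at least 1.5 fold lower in the lesioned than in the unlesioned striatum after acute L-DOPA. These are 22.3% and 6.25% of the regulated transcripts. Without replicate 2 of the acute unlesioned group the first share was 37.8%, and without replicate 1 of that group the second was 9.45%. Because many transcripts of a gene share reads, the same threshold was also applied to a single transcript per gene, of which 762 were at least 1.5 fold higher and 215 at least 1.5 fold lower. The ChIP-seq levels behind the scoring of loci were not analysed here, so these numbers have no counterpart for the loci with and without H3K27me3S28p.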

Altogether, regulated transcripts originating from H3K27me3 positive loci that gained the H3K27me3S28p mark were more frequently induced (87%, Figure 3G) than regulated transcripts originating from H3K27me3 positive loci not gaining the H3K27me3S28p mark (59%, Figure 3H) or regulated transcripts in general (77%, Figure 3I). These data highlight a clear correlation between induction of H3K27me3S28 phosphorylation at specific genomic loci and increased transcription in response to acute L-DOPA stimulation in the lesioned striata of parkisonian mice.

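Among the regulated transcripts that changed at least 1.5 fold, 78.1% were higher in the lesioned striatum. This share ranged from 72.0% to 80.1% over the fits that each left out 1 library. It was lower under alternatives chosen after seeing the data, at 68.6% with a score of cortical marker genes as a covariate. On a single transcript per gene with known GC content, it was 65.9% with the GC and length trend removed against 77.1% without the removal. That removal also made the mean log level equal across libraries, so the drop cannot be credited to the trend alone. The paper sets the same share, taken over all regulated transcripts, beside the shares among transcripts from H3K27me3 positive loci with and without H3K27me3S28p. From the order of the 3 shares, the paper concludes that induction of H3K27me3S28 phosphorylation correlates with increased transcription after acute L-DOPA.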

Gene ontology (GO) analysis of the group of transcripts up-regulated 1.5 fold or more originating from H3K27me3 positive loci that gained the H3K27me3S28p mark (roman numerical II in Figure 3G), suggested that up-regulation of these gene products could affect overall transcriptional activity and rate of biosynthesis in neuronal cells (Figure 4A, Figure S4 and Table S1). This was in contrast to the group of up-regulated transcripts (≥1.5 fold) originating from H3K27me3 positive loci that did not gain H3K27me3S28 phosphorylation, which enriched for GO-terms involved in immune response (Figure 4B, Figure S4, subpopulation IV).

**Figure 4:**
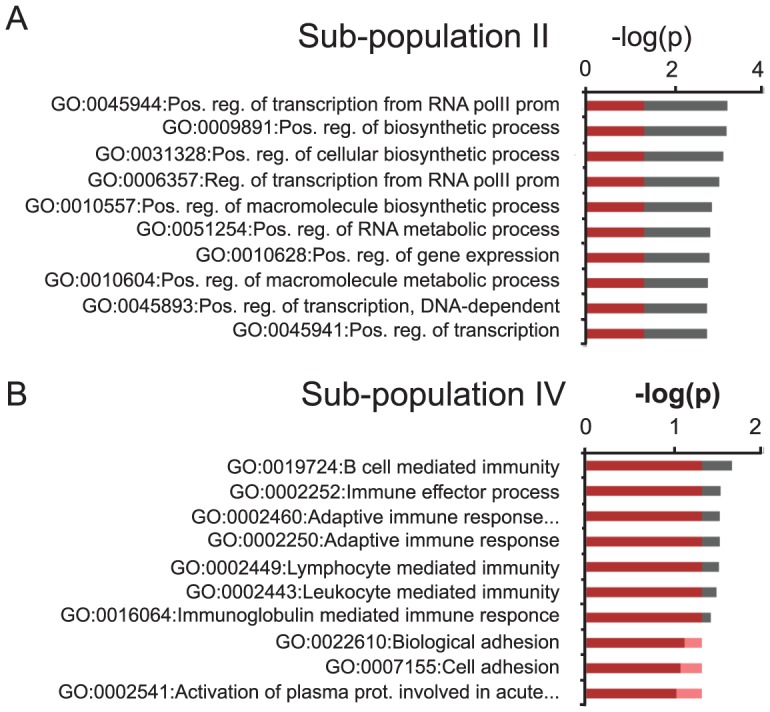
GO-analysis of specific subgroups. A–B) GO-terms of significantly up-regulated H3K27me3 and H3K27me3S28p positive transcripts in the sub-populations indicated with roman numerals II (A) and IV (B) in Figure 3G and H. Values on the axis are −log(p-values) of the most significant GO-terms (Benjamini-Hochberg corrected for multiple testing). Red coloring covers the values below 0.05 (approximately −1.3 when log10 transformed). For GO-terms of all subgroups I–VI, please see Figure S4.

### H3K27me3S28 phosphorylation is controlled by Msk1 and DARPP-32-mediated inhibition of protein phosphatase 1 (PP1)

We have previously shown that MSK1 and MSK2 are the kinases mediating H3K27me3S28 phosphorylation in human fibroblasts, as pharmacological inhibition or shRNA mediated knockdown of MSK1 and MSK2 prevented the induction of H3K27me3S28p [18]. To elucidate which molecular pathways downstream of D1R activation in MSNs are implicated in the regulation of H3K27me3S28 phosphorylation, we lesioned Msk1−/− mice with 6-OHDA and injected them with L-DOPA. In line with our previous findings in fibroblasts, induction of H3K27me3S28p in the lesioned striatum was reduced in Msk1−/− mice compared to wt mice (Figure S5).

The exaggerated D1R transmission induced by L-DOPA in the MSNs of the dopamine-depleted striatum is characterized by elevated cAMP production and PKA activity [11], [13]. PKA further relays the signal via phosphorylation of DARPP-32 at T34 [15], [28]. This converts DARPP-32 into an inhibitor of protein phosphatase 1 (PP1), thereby suppressing dephosphorylation of downstream PP1 targets [29]. We have previously shown that a T34A mutation on DARPP-32 decreases L-DOPA-induced phosphorylation of Erk and histone H3S10 [14]. Therefore, we examined whether DARPP-32-mediated inhibition of PP1 was also involved in the regulation of H3K27me3S28p. When lesioned mice harbouring a T34A mutation in DARPP-32 were injected with L-DOPA we observed a significant less pronounced H3K27me3S28 phosphorylation in comparison to wt mice (Figure 5A). This finding suggested that PP1 is involved in the dephosphorylation of H3K27me3S28p. To test this possibility, we conducted an *in vitro* phosphatase assay, in which H3 peptides, either unmodified or modified with S28p or K27me3S28p, were incubated with PP1. Changes in the phosphorylation of the peptides after the reactions were detected by dot-blotting using an H3S28p antibody (Figure 5B). This assay showed that PP1 could efficiently dephosphorylate H3K27me3S28p.

**Figure 5:**
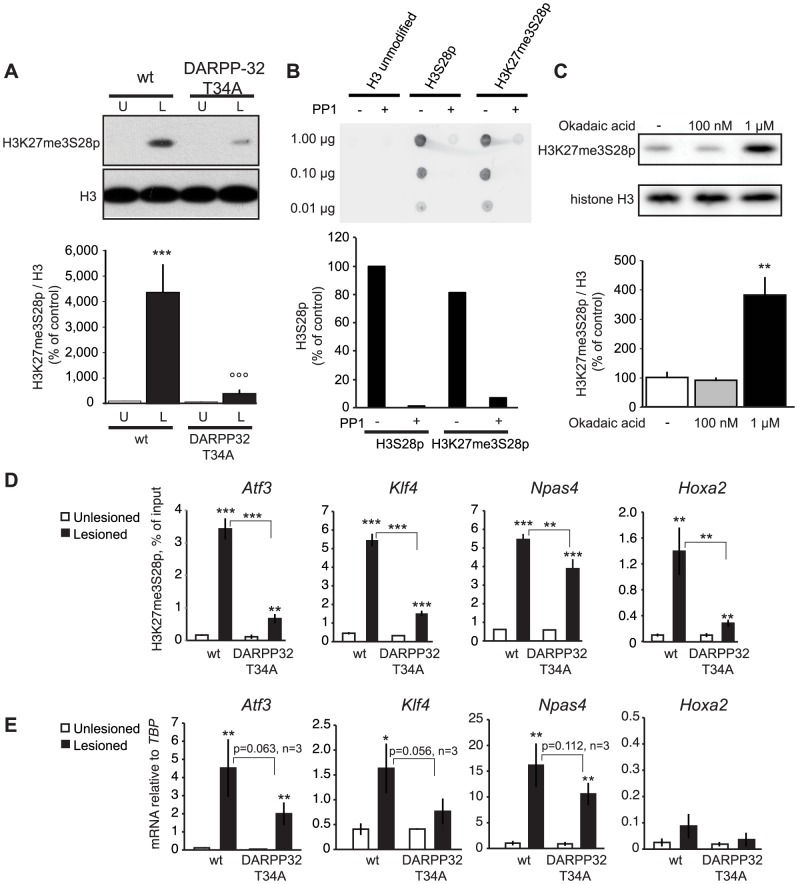
L-DOPA induced H3K27me3S28 phosphorylation and gene activation are dependent on a functional PP1 interaction site on DARPP-32. A) H3K27me3S28p was attenuated in T34A mutant mice following chronic administration of L-DOPA (lesioned x genotype interaction: F_(1,28)_ = 12.21, p = 0.002). *** p<0.001 vs unlesioned wt hemisphere, °°° p<0.001 vs lesioned wt hemisphere. N = 8 per condition. Data are means ±S.E.M.). B) PP1 efficiently dephosphorylates H3K27me3S28p *in vitro*. H3 non-modified, H3S28p or H3K27me3S28p modified peptides were incubated in the presence or absence of PP1. The peptide dot-blots were developed using an anti-H3S28p antibody. C) Striatal tissue slice culture experiment showing that H3K27me3S28p was induced after 50 min incubation with 1 µM, but not 100 nM, okadaic acid (effect of treatment: F_(2,8)_ = 19.64, p = 0.0008). ** p<0.01 vs vehicle and 100 nM okadaic acid (n = 3–4). Data are means ±S.E.M. D) Levels of H3K27me3S28p on regulatory regions of *Atf3*, *Klf4*, *Npas4* and *Hoxa2* were attenuated in striata from DARPP-32 T34A mutant mice compared to wt mice. ChIP-qPCR for H3K27me3S28p from unlesioned and lesioned striata from DARPP-32 T34A mutant and wt mice (acute L-DOPA). Data are means +/−S.E.M. of triplicate qPCR reactions. The signal from the lesioned striata is compared to the respective signal in the unlesioned striata, and the signal in the DARPP-32 T34A chromatin is compared to the respective signal in wt chromatin; * p<0.05, ** p<0.01, *** p<0.001. E) Attenuated activation of genes in DARPP-32 T34A mice after L-DOPA injection. RT-qPCR using primers for *Atf3*, *Klf4*, *Npas4*, *Hoxa2* and *Tbp* (for normalization) showing mRNA levels of respective gene in unlesioned and lesioned striata of acute L-DOPA injected DARPP-32 T34A mutant or wt mice. N = 3 mice per condition, unlesioned and lesioned striata respectively. Data are means ±S.E.M of biological triplicates. * p<0.05, ** p<0.01, *** p<0.001.

To confirm that PP1 is the phosphatase acting on H3K27me3S28p in the striatum, we examined the effect of okadaic acid, which inhibits PP1 and PP2A [30], on H3K27me3S28p in a slice preparation from striatum by Western blotting (Figure 5C). Incubation of striatal slices with 1 µM okadaic acid, a concentration that inhibits both PP1 and PP2A, was sufficient to change the equilibrium towards increased levels of H3K27me3S28p compared to vehicle. In contrast, a concentration of 100 nM okadaic acid, which inhibits PP2A but is insufficient for PP1 inhibition [30], did not affect H3K27me3S28p levels. This supported PP1 as a phosphatase removing S28p from the H3K27me3S28p double-marked chromatin *in vivo*.

Next, we analyzed the outcome of the global reduction in H3K27me3S28p on regulatory regions of specific genes. Lesioned DARPP-32 T34A and wt mice were treated with L-DOPA and striatal tissue from the lesioned and unlesioned striatum was analysed by ChIP-qPCR. The induction of H3K27me3S28p at the *Atf3*, *Klf4*, *Npas4* and *Hoxa2* genes was significantly reduced in chromatin from the lesioned striatum of DARPP-32 T34A mice compared to wt mice (Figure 5D). Notably, this reduction correlated with decreased expression of *Atf3*, *Klf4* and *Npas4* mRNA in the lesioned striatum of L-DOPA injected DARPP-32 T34A mice compared to wt mice (Figure 5E).

Overall these data suggested that D1R stimulation induces transcription associated to H3K27me3S28 phosphorylation via two parallel pathways: 1) activation of Erk-Msk kinases and 2) concomitant PKA-mediated DARPP-32-phosphorylation, leading to inhibition of PP1 and suppression of H3K27me3S28p dephosphorylation.

### Increased transcription from Polycomb-repressed genes in L-DOPA induced LID

LID is a serious motor complication caused by prolonged administration of L-DOPA to patients affected by PD [9]. This condition has been linked to persistent hyper-activation of the cAMP/DARPP-32 signaling cascade, produced by L-DOPA acting on sensitized D1Rs [10], [11]. Lesioned mice display dyskinetic behaviour in response to 9 sequential daily L-DOPA injections (chronic L-DOPA) [14], [15]. The severity of LID after chronic L-DOPA administration has been shown to correlate to the level of H3S10 phosphorylation and the induction of specific genes, such as *Fosb* [12], [15], [19], [31].

To investigate the contribution of H3K27me3S28 phosphorylation to the changes in gene expression associated to LID, 6-OHDA lesioned mice were treated chronically with L-DOPA and the levels of H3S28p and H3K27me3S28p were measured after 1, 3 and 9 days of administration. As expected, L-DOPA increased H3S28p and H3K27me3S28p in the lesioned striatum. However, the induction of these histone marks was progressively reduced during the course of chronic L-DOPA administrations (Figure 6A).

**Figure 6:**
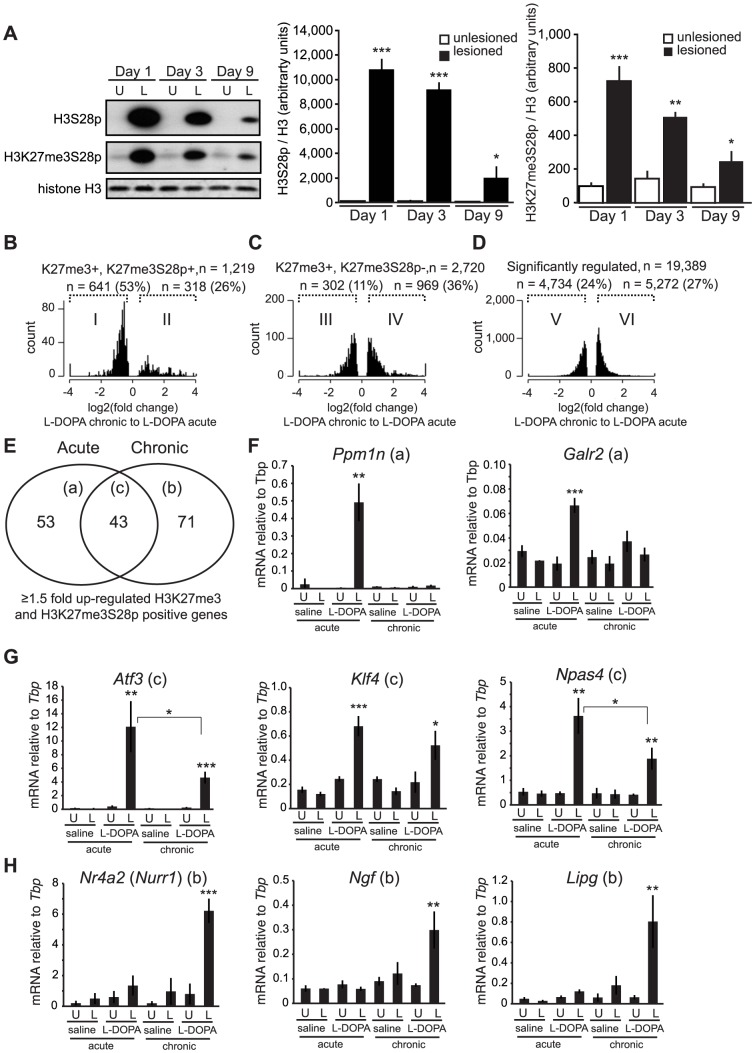
Chronic administration of L-DOPA decreases the induction of H3K27me3S28p and alters the transcriptomal response to L-DOPA. A) L-DOPA increased H3S28p and H3K27me3S8p in the lesioned striatum that progressively decreased following subsequent administrations (H3S28p: lesion x day interaction: F_(2,25)_ = 38.17, p<0.0001; H3K27me3S28p: lesion x day interaction: F_(2,24)_ = 11.42, p = 0.0003). *** p<0.001, ** p<0.01, * p<0.05 vs unlesioned hemisphere of the same day. n = 3–6 per condition. Data are means ±S.E.M. B–D) Histograms of differentially expressed transcripts in lesioned striata after chronic L-DOPA compared to acute L-DOPA, from H3K27me3S28p positive and H3K27me3 positive genes (B), from H3K27me3S28p negative but H3K27me3 positive genes (C), and from genes regardless of specific histone marks (D). E) Venn-diagram showing number of genes induced exclusively by acute (53; subgroup a) or chronic (71; subgroup b) and genes commonly induced after both acute and chronic L-DOPA administration (43; subgroup c). F–H) mRNA levels of (F) *Ppm1n*, *Galr2*, (G) *Atf3*, *Klf4*, *Npas4*, (H) *Nurr1*, *Ngf*, *Lipg* relative to *Tbp* in unlesioned and lesioned striata of acutely or chronically saline or L-DOPA injected mice determined by RT-qPCR. n = 3 mice per condition, unlesioned and lesioned striata respectively. Data are means ±S.E.M of the biological triplicates. *** p<0.001, ** p<0.01, * p<0.05. Small letters a–c following the gene names in brackets in panel F–H refers to the subgroups in the Venn diagram in panel E.

To examine if specific changes in gene expression associated to LID occurred for PcG-repressed genes, we performed global RNA-seq on mRNA isolated from striata of lesioned mice that had been treated chronically with L-DOPA (9 days). 

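The mice of this experiment received the same doses of L-DOPA and benserazide once a day for 9 days, and RNA was taken 1 hour after the last injection. There were again 3 libraries from the lesioned and 3 from the unlesioned striatum, with counts over the same transcript list. The totals lay between 90122072 and 113479520 counts per lesioned library (median 108879830) and between 105488973 and 147225446 per unlesioned library (median 115977673). Filtering left 127063 transcripts for the comparison of lesioned with unlesioned striata after chronic L-DOPA and 127463 for the comparison of the lesioned striata after chronic and acute L-DOPA. The floor of 3 counts is 0.0202 to 0.0342 CPM in the chronic libraries. The acute and chronic libraries come from different mice, and neither the labels nor the paper's text name a batch, so a batch could not be entered into the fits.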

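After chronic L-DOPA, 15295 of the 127063 transcripts tested were regulated in the lesioned compared to the unlesioned striatum, 9793 of them higher and 5502 lower. By a limit of 0.1 on the correlation of same-numbered libraries, replicate numbers paired the chronic libraries. With the replicate number as a block 27505 were regulated, 14921 higher and 12584 lower. Without replicate 3 of the chronic unlesioned group there were 9137. At the threshold of 1.5 fold, 5595 were higher and 2206 lower, so that 71.7% of the transcripts past this threshold and 36.6% of all regulated transcripts were induced; with the block the last share was 22.8%. On a single transcript per gene with known GC content, 1299 were higher and 856 lower. With the trend with GC content and length removed, these numbers were 1309 and 1283. With the block they were 1936 and 1843 without the removal and 2006 and 2696 with it, so the excess of higher genes depends on the setting. The authors' deposited table lists 11229 regulated transcripts for this comparison, of which 11066 were also called here, all in the same direction. *Serpinb2* had the largest rise. All 3 unlesioned libraries lay at or under the floor, and the level of 3.64 ± 2.3 CPM (SD, n = 3) in the lesioned striatum was at least 133-fold higher; without replicate 2 of the chronic lesioned group the level was 2.31 CPM and the bound 84.4-fold. In the transcript list *Serpinb2*, on chromosome 1 from 109408087 to 109422177, overlaps a transcript assigned to *Polr2a*. *Areg*, on chromosome 5 from 91568625 to 91577449, had a log2 fold change of 6.76 (standard error 0.33, adjusted p = 4.13e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Inhba*, on chromosome 13 from 16106308 to 16119044, rose from 1.16 ± 0.20 to 62.6 ± 8.1 CPM (SD, n = 3), a log2 fold change of 5.74 (standard error 0.16, adjusted p = 1.28e-08 from the same quasi-likelihood test with Benjamini-Hochberg adjustment), and overlaps B230303A05Rik on the opposite strand. The largest falls were those of *Fxyd7*, with a log2 fold change of -2.07 (standard error 0.18), *Clspn*, from 4.05 ± 0.39 to 1.01 ± 0.056 CPM (SD, n = 3), and *Kcng1*, with -1.87 (standard error 0.15). *Clspn* also overlaps an antisense transcript.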

Transcripts that were significantly changed in the lesioned striatum after chronic L-DOPA were scored for enrichment of H3K27me3 in the unlesioned striatum and then for H3K27me3S28p in the lesioned striatum after acute L-DOPA, according to Figure 3A–F. From this analysis we concluded that despite the reduced induction of H3K27me3S28p following chronic administration of L-DOPA, regulated transcripts originating from genomic loci marked by H3K27me3 and H3K27me3S28p were still largely induced (76%, Figure S6A, subpopulation II) in comparison to regulated transcripts originating from genomic loci marked by H3K27me3 only (45%, Figure S6B, subpopulation IV) or in comparison to all regulated transcripts (46%, Figure S6C, subpopulation VI).

As the induction of the H3K27me3S28p mark was reduced after chronic L-DOPA compared to acute L-DOPA (Figure 6A), we next examined whether the transcripts from genes marked by H3K27me3 and H3K27me3S28p were less induced after chronic L-DOPA compared to acute L-DOPA treatment. Amongst the regulated transcripts originating from H3K27me3 and H3K27me3S28p positive genomic loci, 53% were ≥1.5 fold less expressed in chronic L-DOPA compared to acute L-DOPA (Figure 6B). In contrast, only 11% of regulated transcripts originating from H3K27me3 positive and H3K27me3S28p negative genomic loci (Figure 6C), and 24% of all regulated transcripts were less expressed in chronic L-DOPA compared to acute L-DOPA. These data suggested that the level of transcription from H3K27me3 and H3K27me3S28p positive genes correlated with the level of induced H3K27me3S28 phosphorylation.

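In the lesioned striatum, 29698 of 127463 transcripts were regulated between chronic and acute L-DOPA, 15411 of them higher and 14287 lower after chronic L-DOPA. At least 1.5 fold changes were found in 5876 higher and 6407 lower transcripts, so that 21.6% of all regulated transcripts were less expressed after chronic L-DOPA by this threshold. Leaving out a library gave as few as 16025 regulated transcripts, without replicate 1 of the chronic lesioned group, and as many as 36534, without replicate 2. The authors' deposited table lists 19389 regulated transcripts for this comparison, and 19183 of them were also called here, all in the same direction. The largest fall was that of the clone AK143311, from 2.61 ± 0.31 to 0.250 ± 0.078 CPM (SD, n = 3), a log2 fold change of -3.40 (standard error 0.20, adjusted p = 1.70e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); reads of *Fosl2* cannot be separated from it. It was followed by the heat shock genes *Hspa1a*, with a log2 fold change of -3.32 (standard error 0.56), and *Hspa1b*, with -3.17 (standard error 0.69). Without replicate 1 of the acute lesioned group their changes were -2.54 and -2.32, and without replicate 2 of the chronic lesioned group that of *Hspa1b* was -4.37. These 2 genes are near-identical copies, so their counts are uncertain. The authors' deposited table calls neither, with adjusted p of 0.0718 and 0.13 from DESeq. Their means were also lower after chronic L-DOPA in the unlesioned striatum. They went from 1.43 ± 1.4 to 0.387 ± 0.33 CPM for *Hspa1a* and from 1.68 ± 1.8 to 0.368 ± 0.35 for *Hspa1b* (SD, n = 3). These values do not tie the fall to the lesioned side. *Serpinb2* was at least 105-fold higher (66.7-fold without replicate 2 of the chronic lesioned group) after chronic than after acute L-DOPA, where all 3 lesioned libraries lay at or under the floor. *Inhba* was higher by 5.36 on the log2 scale (standard error 0.14), and the clone AK035610, which begins at 16120653 just behind *Inhba* on the same strand of chromosome 13, by 5.07 (standard error 0.16). The comparison of chronic with acute L-DOPA was also made in the unlesioned striatum, where 3366 of 129187 transcripts were regulated; leaving out a library gave 66 (without replicate 2 of the acute group) to 14377 (without replicate 2 of the chronic group).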

Finally, we examined the individual genes that were ≥1.5 fold induced after chronic L-DOPA and scored positive for H3K27me3 and H3K27me3S28p. We found that a large number of these genes differed from those induced by acute L-DOPA (Figure 6E, Table S1 and Table S2). Thus, a total of 96 genes were induced after acute L-DOPA and 114 genes after chronic L-DOPA, but only 43 genes were commonly induced. To confirm this observation, we performed RT-qPCR on selected genes and could confirm, for instance, that *Ppm1n* and *Galr2* were induced after acute L-DOPA, but not after chronic L-DOPA or saline (Figure 6F; see also Figure S1B showing that the lesion alone does not induce H3K27me3S28p (vehicle control)). 

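The loci's ChIP-seq scores were not analysed here, so the genes were compared without them. Represented by a single transcript, 762 genes were at least 1.5 fold induced and regulated after acute L-DOPA and 998 after chronic L-DOPA, and 306 were induced in both. Among the genes tested in both treatments, 352 were induced after acute L-DOPA without passing the threshold after chronic L-DOPA and 1 was lower there, and 639 were induced after chronic L-DOPA without passing it after acute L-DOPA and 6 were lower there. These numbers are not a test of the difference itself. *Ppm1n*, on chromosome 7 from 19862155 to 19865398, had 32 to 61 counts in the acute lesioned libraries and was at least 17.6-fold higher than in the unlesioned striatum, where all libraries lay at or under the floor. After chronic L-DOPA no library of either side rose above the floor, so no fold can be given. *Galr2*, on chromosome 11 from 116141414 to 116145674, had a log2 fold change of 2.03 (standard error 0.29, adjusted p = 0.000882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) after acute and of 0.38 (standard error 0.32, adjusted p = 0.511) after chronic L-DOPA. Of the genes that the paper names as induced in both treatments, *Atf3* had a log2 fold change of 4.80 (standard error 0.23) after chronic L-DOPA, *Klf4* of 1.67 (standard error 0.13) after acute and 1.58 (standard error 0.15) after chronic L-DOPA, and *Npas4* of 2.90 (standard error 0.08) and 2.39 (standard error 0.22). *Nr4a2*, on chromosome 2 from 56959241 to 56967449, was higher by 1.27 (standard error 0.29, adjusted p = 0.0140 from the same quasi-likelihood test with Benjamini-Hochberg adjustment) after acute and by 3.71 (standard error 0.55, adjusted p = 0.00163) after chronic L-DOPA, the latter by 4.60 without replicate 3 of the chronic unlesioned group. Without replicate 3 of the acute unlesioned group, the acute change of *Nr4a2* was 1.08 and its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0.0676; over all alternatives of edgeR and DESeq2 this adjusted p lay between 1.94e-06 and 0.134. *Lipg*, on chromosome 18 from 75098976 to 75120917, was higher by 1.18 (standard error 0.20) after acute and by 4.20 (standard error 0.22) after chronic L-DOPA, with an adjusted p of 0.00269 in the acute comparison from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

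**Figure D1:**
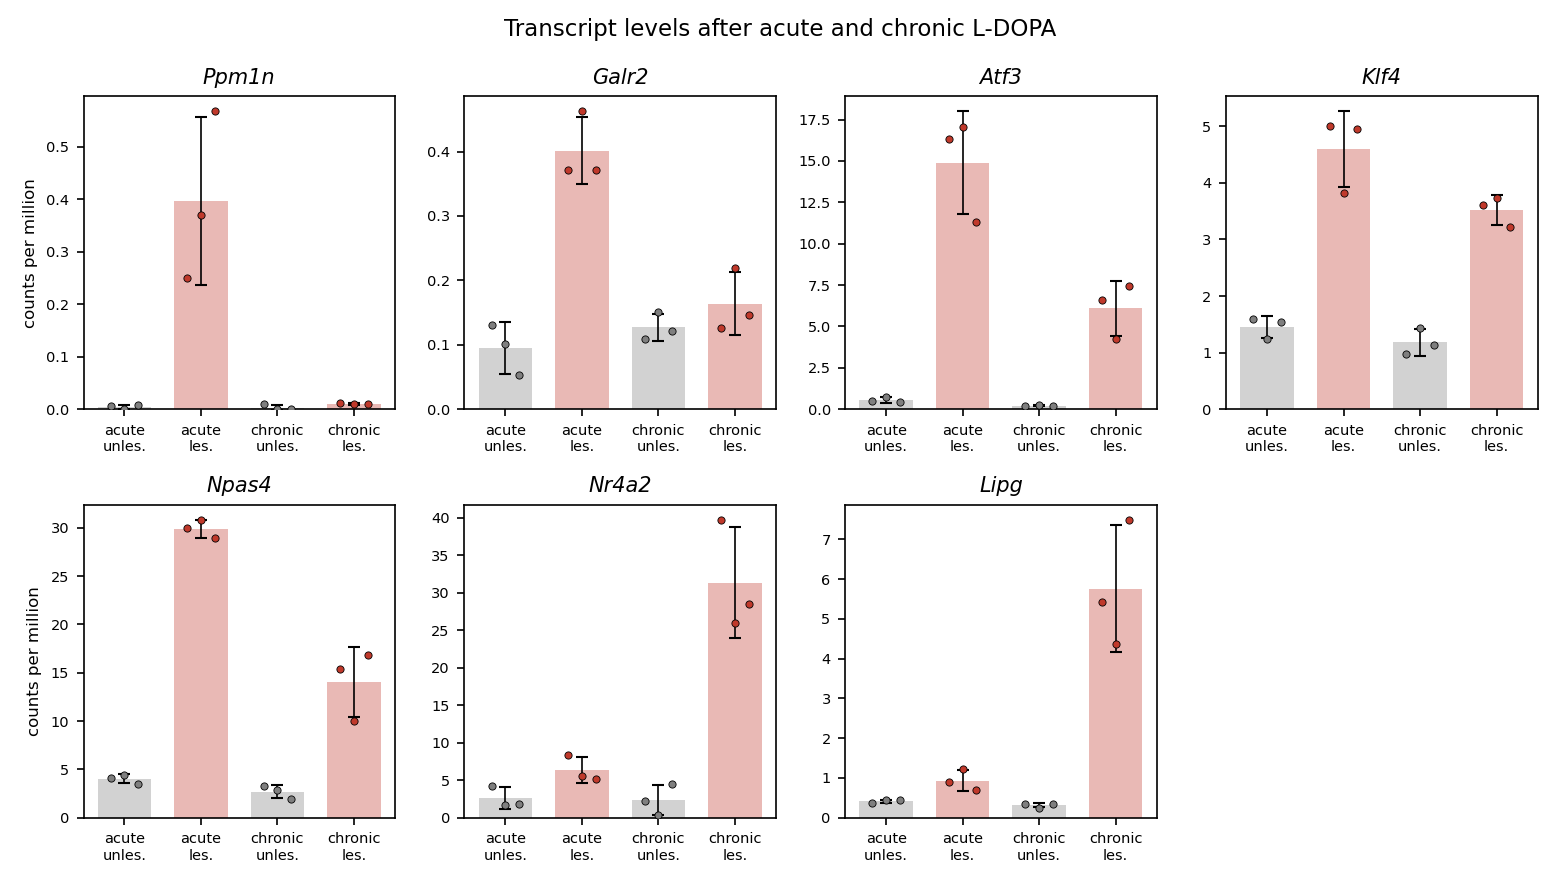
CPM of *Ppm1n*, *Galr2*, *Atf3*, *Klf4*, *Npas4*, *Nr4a2* and *Lipg* on the vertical axis by L-DOPA treatment and striatum. Bars give the mean, error bars the SD (n = 3) and points the libraries; the acute lesioned libraries of *Ppm1n* carry 32 to 61 counts, and its other libraries lie at or under the floor.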

*Atf3*, *Klf4*, and *Npas4* were induced by both acute L-DOPA and, albeit to a lesser extent by chronic L-DOPA (Figure 6G), whereas *Nr4a2* (also known as *Nurr1*), *Ngf* and *Lipg* were only induced after chronic L-DOPA (Figure 6H). For these genes we could observe peaks in the ChIP-seq data for H3K27me3 in the lesioned and unlesioned striata, induced H3K27me3S28p in the lesioned striatum and H3K4me3 peaks in the lesioned and unlesioned striata (Figure S7).

As an example of a gene that was induced at the protein level in MSNs expressing the D1-receptor, we stained for Atf3 after chronic L-DOPA stimulation (4 hours timepoint after the last L-DOPA administration) as shown in Figure S6D.

Overall, these data suggested that increased transcription from a subset of PcG-repressed genes was associated with the development of LID. The expression level of H3K27me3 and H3K27me3S28p marked genes was generally lower in chronic L-DOPA stimulated mice compared to acute L-DOPA stimulated mice, correlating with reduced induction of the H3K27me3S28p mark. However, repeated L-DOPA administration resulted in the induction of a unique group of PcG regulated genes that were not induced after a single L-DOPA injection. 

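Whether the lesioned striatum differed from the unlesioned striatum by another amount after chronic than after acute L-DOPA was tested directly, with an interaction term over all 12 libraries. Of 130867 transcripts, 5911 were called for a different lesion effect. Of these, 4214 had a higher and 1697 a lower log2 fold change between the striata after chronic L-DOPA. With the replicate number as a block within each treatment, there were 15875, 9021 higher and 6854 lower. Only after chronic L-DOPA did all replicate numbers pass the limit for pairing. Without replicate 3 of the acute unlesioned group there were 3794, 2804 higher and 990 lower. Without replicate 2 of the chronic lesioned group there were 9536, 6070 higher and 3466 lower. On a single transcript per gene, 1053 were called. Of 100 splits that exchange libraries between the treatments within each side, 5 gave as many calls, the real one included. The count alone is therefore no proof that the lesion effect differs. The largest gain was that of *Inhba*, by 5.16 on the log2 scale (standard error 0.21, adjusted p = 1.87e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by the clone AK035610 with 5.10 (standard error 0.24). *Sstr2*, on chromosome 11 from 113480656 to 113487319, gained 4.20 (standard error 0.45); its level in the lesioned striatum was 1.25 ± 0.17 CPM after acute and 27.5 ± 2.2 after chronic L-DOPA (SD, n = 3). It overlaps *Slc39a11* on the opposite strand. The largest losses were those of *Dnajb1*, with -2.13 (standard error 0.42), *Dnajb9*, with -1.98 (standard error 0.14), and *Pramef8*, with -1.83 (standard error 0.12). From its data overall, the paper proposes that increased transcription from a subset of PcG-repressed genes is associated with the development of LID.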

For the group of genes that gained H3K27me3S28p (subgroup II in Figure 6B) and had significantly higher expression in chronic L-DOPA stimulated lesioned mice compared to acute stimulated mice the most significantly enriched GO-term was “*Adult behavior*”. However, the term comprises only five genes from subpopulation II (Figure 6B): *Nr4a2*, *Nr4a3*, *Trh*, *Npy* and *Adra1b* (out of 93 potential genes in the genome), and although this was a significant (p = 0.0011) 10.7 fold enrichment over the expected number, it did not remain significant when Benjamini-Hockberg corrected for multiple testing.

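Each of the 5 genes was higher in the lesioned striatum after chronic than after acute L-DOPA, in all 3 chronic against all 3 acute libraries. *Nr4a2* had a log2 fold change of 2.30 (standard error 0.19), *Trh*, on chromosome 6 from 92192056 to 92194642, of 2.23 (standard error 0.11), *Npy*, on chromosome 6 from 49772717 to 49779500, of 0.75 (standard error 0.08), and *Nr4a3*, on chromosome 4 from 48058025 to 48099317, of 0.57 (standard error 0.08). The change of *Adra1b*, on chromosome 11 from 43588108 to 43649834, was 0.64 (standard error 0.19), with an adjusted p of 0.0325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives, which are those of edgeR and DESeq2, its Benjamini-Hochberg adjusted p lay between 0.0224 and 0.0970, and it was not called in 4 of the 6 fits that left out a library, with a change of 0.46 without replicate 2 of the chronic lesioned group. No difference in *Adra1b* between the lesioned and unlesioned striata was detected after chronic L-DOPA, where its levels were 0.923 ± 0.18 and 0.933 ± 0.42 CPM (SD, n = 3). Of the 21 genes named in the paper that could be tested between chronic and acute L-DOPA, 19 were past the threshold over all transcripts and 21 when adjusted over the list alone. The paper chose part of this list on these libraries, so the second number is not independent evidence. The enrichment of GO terms was not analysed here.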

## Discussion

### *In vivo* evidence for a functional role of H3K27me3S28 phosphorylation in gene regulation

We have previously shown that H3K27me3S28 phosphorylation causes the displacement of PRC1- and PRC2-complexes from chromatin, leading to expression of a subset of PcG regulated genes in cultured human fibroblasts [18]. Here, we for the first time provide *in vivo* evidence for the relevance of this mechanism for gene regulation in adult, post-mitotic neurons utilizing a mouse model of PD. We show by genome wide analyses that, in striatal MSNs, signaling through sensitized D1Rs induces H3S28 phosphorylation in the context of H3K27me3 marked genes. Importantly, the H3K27me3S28p mark correlates with a reduction in PcG binding and increased transcription of a subset of genes, several of which have been implicated in neuronal plasticity.

Notably, a systemic injection of a specific D1R agonist was also able to induce the H3K27me3S28p mark in naïve mice. This clearly indicates that the mechanisms described in this study have a general relevance with regard to D1R transmission in the adult brain.

### Genome wide analyses of H3K27me3S28 phosphorylation and transcriptional consequences

Taking advantage of the pronounced effects produced by dopamine depletion, we mapped putative downstream genomic targets regulated by L-DOPA via D1Rs. Our genome-wide analysis showed that at least 1/3 of all H3K27me3 marked gene loci, that can potentially give rise to a mRNA transcript in the non-repressed state, gained H3K27me3S28 phosphorylation upon acute L-DOPA administration. Most importantly, among regulated transcripts, phosphorylation of S28 in the context of H3K27me3 was a strong indicator of transcriptional activation.

Interestingly, the combined analyses of RNA-seq and ChIP-seq data showed that the majority of transcripts originating from H3K27me3 genomic loci that gained H3K27me3S28 phosphorylation did not change expression upon L-DOPA stimulation. As previously demonstrated, H3K27me3S28 phosphorylation leads to removal of PcG complexes at H3K27me3 marked regions and is considered to derepress the promoter [18]. Therefore it appears that, in order to fully activate genes, H3K27me3S28 phosphorylation requires additional events to take place, which likely would be H3K4 methylation and histone acetylation.

### Msk1 and PP1 influence the overall level of H3K27me3S28p on target genes

In line with our previous findings, induction of the H3K27me3S28p mark in response to L-DOPA was reduced in 6-OHDA lesioned Msk1−/− mice compared to wt mice (Figure S5). We found that the induction of H3K27me3S28p was less pronounced, but not abolished, in Msk1−/− mice, indicating that in striatal MSNs other histone kinases must be present and actively relay dopamine signaling to chromatin.

The phosphatase responsible for the dephosphorylation of H3K27me3S28p has so far been elusive. Our results, showing that H3K27me3S28 phosphorylation induced by L-DOPA is decreased by abolishing PKA-mediated activation of DARPP-32, pointed to PP1 as a plausible candidate. This idea was corroborated by *in vitro* and *ex vivo* experiments showing that PP1 could dephosphorylate H3K27me3S28p (Figure 5B and C). Overall, our results support a model in which inhibition of PP1 via PKA/DARPP-32 works in parallel with Msk1 to promote H3K27me3S28 phosphorylation in response to activation of D1R (see model in Figure 7).

**Figure 7:**
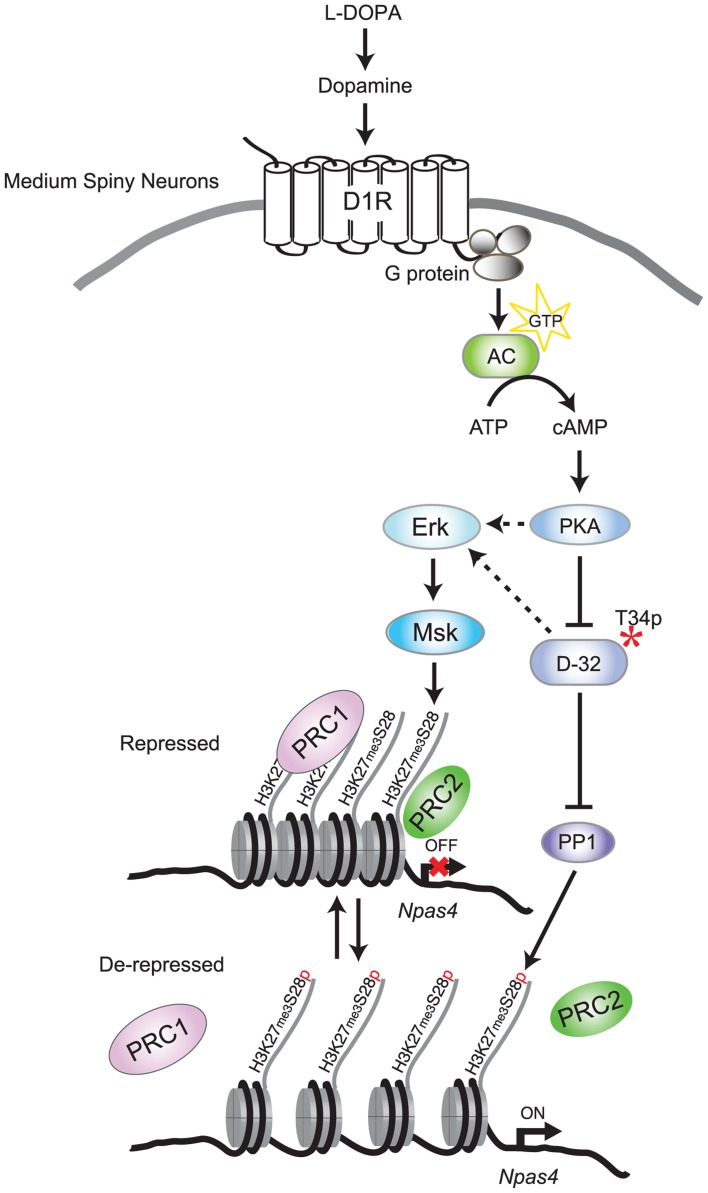
Model for L-DOPA induced signaling and H3K27me3S28 phosphorylation in MSNs of parkisonian mice. In 6-OHDA lesioned mice, L-DOPA is converted to dopamine which binds to sensitized D1Rs. Activation of D1Rs stimulates adenylate cyclase (AC), leading to increased cAMP and activation of PKA/DARPP-32 signaling, which promotes Erk phosphorylation. Erk activates Msk leading to H3K27me3S28 phosphorylation. In addition, PKA-mediated activation of DARPP-32 inhibits PP1, further increasing H3K27me3S28 phosphorylation. Augmented H3K27me3S28p leads to reduced binding of PcG complexes (PRC1 and PRC2), derepression of genes and eventually increased transcription depending on general transcription factors and RNA polymerase II (not included in this illustration for simplicity).

### Deregulation of PcG bound genes through H3K27me3S28 phosphorylation and its potential role in dyskinesia

Dyskinesia is a serious motor complication caused by prolonged administration of L-DOPA to parkinsonian patients [9]. It has been proposed that LID depends on the persistent and intermittent hyper-activation of the cAMP/DARPP-32 signaling cascade produced by L-DOPA through sensitized D1Rs. This, in turn, leads to hyper-phosphorylation of histone H3 and aberrant expression of specific genes implicated in dyskinetic behavior [10], [11]. We have previously shown that a T34A mutation on DARPP-32 decreases dyskinetic behaviour in 6-OHDA lesioned mice and that this effect correlates with reduced histone H3S10 phosphorylation [14]. In this study, we found that the induction produced by L-DOPA on H3K27me3S28 phosphorylation at regulatory regions of the *Atf3* and *Npas4* genes, which are bound and repressed by PcG proteins in MSNs under normal conditions, correlated with increased mRNA- and protein synthesis. We also show that H3K27me3S28 phosphorylation and the associated transcriptional activation are largely reduced in DARPP-32 T34A mutant mice. These observations are particularly interesting in view of the involvement of *Atf3* and *Npas4* in synaptic plasticity and long-term adaptive responses. Augmented expression of Atf3 in the dorsal striatum has been observed following acute and chronic administration of amphetamine [32], a drug that, similarly to L-DOPA, promotes dopamine transmission. Furthermore, the TF Npas4 has been proposed to promote the expression of other immediate early genes, including *Arc*, *Egr1* and *c-Fos* [33], which have all been associated to chronic administration of L-DOPA and to the development of LID [15], [34], [35].

Our results show that repeated administration of L-DOPA decreases its ability to induce global phosphorylation of H3K27me3S28 (Figure 6A). This is not surprising since desensitization of kinase signaling pathways following persistent upstream activation and negative feedback is a common phenomenon. Accordingly, previous work showed that repeated administration of L-DOPA to 6-OHDA-lesioned mice is accompanied by a partial normalization of sensitized D1R signaling, reflected in lower levels of Erk activation and reduced global phosphorylation of H3 at S10 [15], [36], [37]. Importantly, despite the attenuated induction of H3K27me3S28 phosphorylation after chronic L-DOPA, our genome-wide analysis showed that there was still a good correlation between the genomic loci gaining the H3K27me3S28p mark and gene induction. This suggested that residual kinase activity was sufficient to drive transcription from PcG-repressed genes in the context of LID (Figure S6A–C).

The decreased ability of L-DOPA to induce H3K27me3S28p observed after chronic administration correlated with reduced expression of transcripts from H3K27me3 and H3K27me3S28p marked genes (Figure 6B), but not of transcripts from H3K27me3 marked genes lacking the H3K27me3S28p mark or transcripts in general (Figure 6C–D). 

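In the lesioned striatum, the level of *Fos* (c-*Fos*, on chromosome 12 from 86814840 to 86818223) was 149 ± 14 CPM after acute and 91.6 ± 19 after chronic L-DOPA (SD, n = 3). In the unlesioned striatum it was 7.16 ± 0.70 and 3.74 ± 0.41, so that the log2 fold change between the striata was 4.39 (standard error 0.09) after acute and 4.62 (standard error 0.16) after chronic L-DOPA. The difference of these lesion effects was 0.23 (standard error 0.19, adjusted p = 0.550 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Atf3* this difference was 0.08 (standard error 0.37) and turned negative without some of the libraries, to -0.15 without replicate 2 of the acute unlesioned group. The log2 fold changes of *Egr2*, on chromosome 10 from 67000617 to 67004936, were 4.10 (standard error 0.08) and 4.78 (standard error 0.16), and their difference of 0.69 (standard error 0.17) had an adjusted p of 0.0308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which lay past 0.05 in 9 of the 12 fits that left out a library, at most at 0.0904. *Egr3*, on chromosome 14 from 70478546 to 70482421, changed by 2.05 (standard error 0.07) and 2.62 (standard error 0.09), with a difference of 0.57 (standard error 0.11, adjusted p = 0.00905 from the same quasi-likelihood test with Benjamini-Hochberg adjustment). *Egr4*, on chromosome 6 from 85461125 to 85463583, changed by 3.27 (standard error 0.10) and 3.57 (standard error 0.12), with a difference of 0.30 (standard error 0.16) that was not past the threshold. Compared between the lesioned striata alone, *Atf3* was lower after chronic than after acute L-DOPA, with a log2 fold change of -1.29 (standard error 0.19), as were *Fos*, with -0.71 (standard error 0.13), and *Egr4*, with -0.42 (standard error 0.11). The change of *Egr2* was -0.25 (standard error 0.10) and not past the threshold, and *Egr3* was higher by 0.28 (standard error 0.07). Among the 6 fits that each left out a library, *Egr3* lost the call in 3 and *Egr4* in 2, both of them without replicate 1 of the chronic lesioned group.

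**Figure D2:**
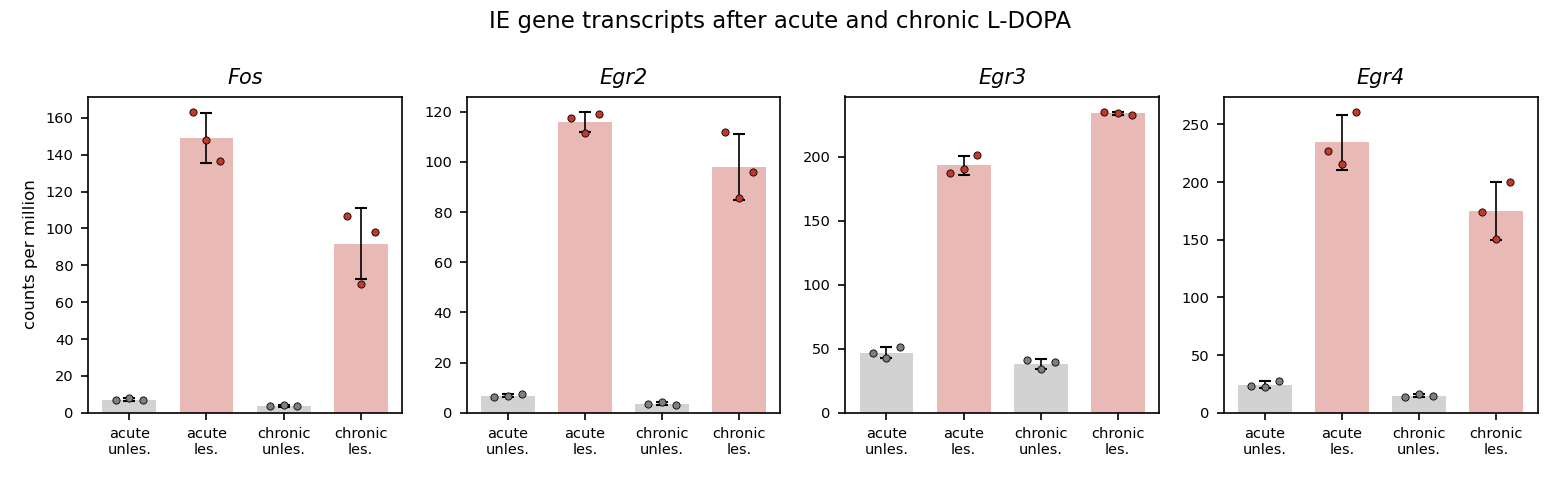
CPM of *Fos*, *Egr2*, *Egr3* and *Egr4* on the vertical axis by L-DOPA treatment and striatum. Bars give the mean, error bars the SD (n = 3) and points the libraries; the bars of the unlesioned striatum are lower after chronic than after acute L-DOPA, as for *Fos* with 3.74 against 7.16 CPM.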

As an exception, IE genes such as *Atf3*, *c-Fos* and *Egr2-4*, which encode TFs, were all induced to at least the same extent after chronic L-DOPA administration compared to acute administration (Table S2). This suggests that these IE genes, which are characterized by transient expression, respond with fast on/off-kinetics presumably due to rapid dephosphorylation of S28 by PP1. This would allow PcG complexes to re-bind, when the signal leading to Msk1 activation ceases, thereby re-setting gene repression until the next activating signal, like for the repeated daily L-DOPA administration in chronically treated parkisonian mice.

The IE genes, *Nr4a2* and *Nr4a3*, also known as *Nurr1* and *Nor1*, encode orphan nuclear receptors that function as TFs. These genes were more strongly induced after repeated L-DOPA administration compared to acute L-DOPA administration. It has been shown previously that the expression of Nr4a2, a gene product involved in the development of dopaminergic neurons [38], is increased in response to prolonged treatment with L-DOPA and that this effect occurs in the MSNs expressing D1Rs [39]. 

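*Nr4a3* was higher in the lesioned than in the unlesioned striatum by a log2 fold change of 2.73 (standard error 0.07) after acute and of 3.63 (standard error 0.11) after chronic L-DOPA. The difference between these lesion effects was 0.91 (standard error 0.12, adjusted p = 0.000456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.84 and 0.98 when each library was left out in turn. For *Nr4a2* the difference was larger but less certain, at 2.44 (standard error 0.70, adjusted p = 0.0639 from the same quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p lay between 0.00505 and 0.205 over the alternatives of edgeR and DESeq2. The lowest of these values, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, came with the replicate number as a block, which pairs the chronic libraries, and with it the difference was 2.55. Without replicate 3 of the chronic unlesioned group it was 3.34. Adjusted over the list of genes named in the paper alone, the p of *Nr4a2* was 0.00791 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level in the lesioned striatum was 6.33 ± 1.7 CPM after acute and 31.4 ± 7.3 after chronic L-DOPA (SD, n = 3). The spread in the unlesioned striatum was wide, with 2.61 ± 1.4 and 2.35 ± 2.0. In each treatment, *Nr4a2* was highest in the unlesioned library with the most *Slc17a7*, a marker gene of cortical glutamatergic neurons. These were replicate 1 after acute (4.27 and 23.4 CPM) and replicate 3 after chronic L-DOPA (4.44 and 32.7 CPM). Cortical tissue may therefore account for part of this spread, which was not tested for this gene.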

Notably, recent evidence indicates that viral vector-induced overexpression of Nr4a2 in striatal neurons increases dyskinesia in a rat model of PD [40]. Our results are in line with these observations and provide a possible mechanism accounting for the enhanced expression of Nr4a2 in response to chronic L-DOPA administration. In the striatum, Nr4a3 mRNA expression is induced by activation of D1Rs and this effect is prevented by blockade of Erk signaling [41]. Whereas the exact role of Nr4a3 in dopaminergic transmission remains to be elucidated, the present data support the idea that, in PD, this gene is de-repressed via D1R-mediated activation of Erk and increased H3K27me3S28 phosphorylation.

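The neuropeptide genes *Gal*, *Trh* and *Npy* were compared between the lesioned and the unlesioned striatum after each treatment. *Gal*, on chromosome 19 from 3409917 to 3414457, had 3 to 5 counts in the acute lesioned libraries and 2 to 5 in the acute unlesioned libraries, too few for the test. After chronic L-DOPA its level was 0.391 ± 0.061 CPM in the lesioned and 0.0479 ± 0.032 in the unlesioned striatum (SD, n = 3), a log2 fold change of 3.07 (standard error 0.41, adjusted p = 0.000823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trh* changed by 0.24 (standard error 0.12, adjusted p = 0.224 from the same quasi-likelihood test with Benjamini-Hochberg adjustment) after acute and by 2.46 (standard error 0.12) after chronic L-DOPA, and *Npy* by 0.16 (standard error 0.06) and 0.81 (standard error 0.09). The difference of the lesion effects between chronic and acute L-DOPA was 2.22 (standard error 0.18) for *Trh* and 0.65 (standard error 0.11) for *Npy*, with adjusted p-values of 2.67e-06 and 0.00199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both differences remained past the threshold when each library was left out in turn.

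**Figure D3:**
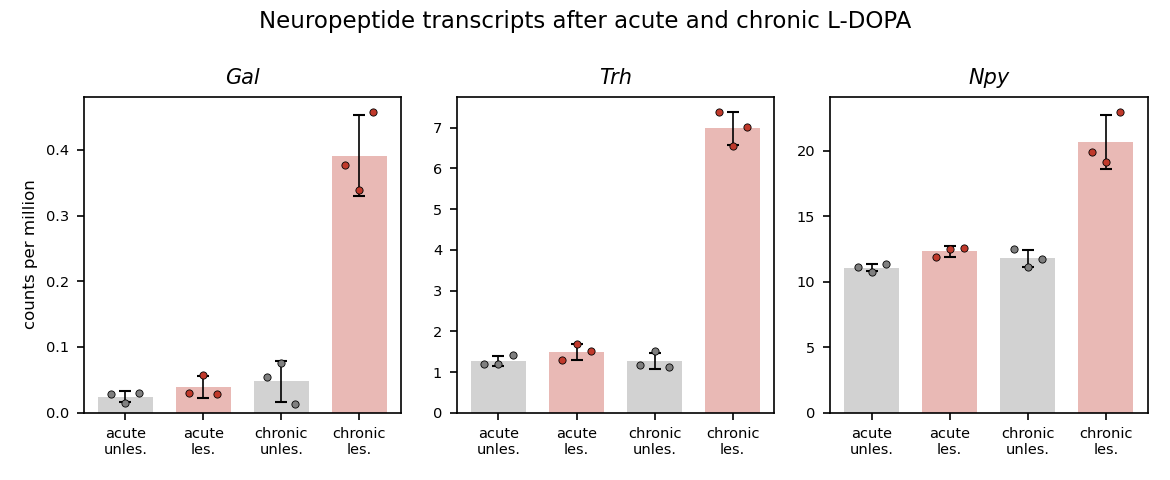
CPM of *Gal*, *Trh* and *Npy* on the vertical axis by L-DOPA treatment and striatum. Bars give the mean, error bars the SD (n = 3) and points the libraries; the chronic lesioned libraries lie above those of the other groups, with a mean of 0.391 CPM for *Gal*.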

Interestingly, we identified other PcG regulated genes such as neuropeptide encoding genes: galanin (*Gal*), thyrotropin releasing hormone (*Trh*) and neuropeptide Y (*Npy*), which all were only induced upon chronic treatment with L-DOPA (Table S2). In contrast to IE genes, these neuropeptide encoding genes seems to be more tightly regulated, and their activation presumably requires persistent phosphorylation of H3K27me3 marked and PcG bound regions, as well as induction of additional TFs and co-factors to lead to their transcriptional activation.

The regulation of Trh is in line with previous work showing a large increase in the mRNA for this hormone occurring in the striatal MSNs of dyskinetic rats [42]. Subsequent analysis established a correlation between Trh expression in D1R-expressing MSNs and dosage of L-DOPA, which is regarded as a critical factor in the development of dyskinesia [39]. Indeed, enhanced levels of Trh may concur to the development of dyskinesia, since hyperthyroidism is typically associated to hyperkinesia.

Increased levels of NPY mRNA have been found in the striata of Parkinsonian patients treated with L-DOPA [43]. The present data suggest the possibility that this increase may occur in striatal MSNs, although in naïve mice, NPY is mainly expressed in GABAergic interneurons [44]. NPY has been proposed to exert neuroprotective effects on dopaminergic neurons [45], however further studies will be necessary to clarify its potential role in dyskinesia.

Galanin (Gal) and galanin receptors are involved in many neuronal functions including drug addiction [46]. In the striatum, galanin receptors have been localized to cholinergic interneurons and neuronal terminals, which are critically involved in the regulation of the excitability of MSNs [47], [48]. Galanin has also been shown to reduce dopamine release in the striatum [49] and to inhibit spontaneous locomotion by reducing the activity of midbrain dopaminergic neurons [50]. Therefore, the increase in galanin mRNA expression produced by chronic administration of L-DOPA may lead to significant modifications in basal ganglia neurotransmission. Future studies will be necessary to determine the impact of these changes on the development and manifestation of dyskinesia.

The functional implications of differences in reactivation of PcG repressed genes remain to be investigated in more detail. However, it is possible that genes that are activated only in response to acute administration of L-DOPA are implicated specifically in the emergence of LID, whereas genes that are activated only in response to chronic L-DOPA are involved in the consolidation and manifestation of this condition. Interestingly, one of the receptors for the neuropeptide galanin, Galr2 was only induced in response to acute L-DOPA (Table S1 and Figure 6F), while the gene encoding the ligand, Gal, was only induced by chronic L-DOPA stimulation as mentioned above.

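The difference of the lesion effect on *Galr2* between chronic and acute L-DOPA was -1.65 on the log2 scale (standard error 0.45, adjusted p = 0.0493 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in 10 of the 12 fits that left out a library; its adjusted p reached 0.109 without replicate 3 of the chronic lesioned group and lay between 0.0211 and 0.169 over all alternatives of edgeR and DESeq2 with Benjamini-Hochberg adjustment. *Galr2* is expressed near the floor, with 40 to 49 counts per acute lesioned library and 7 to 24 counts in the others. For *Gal* the difference was 2.49 (standard error 0.77, adjusted p = 0.0859 from the same quasi-likelihood test with Benjamini-Hochberg adjustment) and not past the threshold. In the lesioned striatum alone, *Galr2* was lower after chronic than after acute L-DOPA, with a log2 fold change of -1.26 (standard error 0.27), and *Gal* was higher, with 3.36 (standard error 0.35).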

Further studies are necessary to examine which permissive determinants are required at genomic sites for H3K27me3S28p mediated expression of PcG target genes. Nevertheless, the fact that many genes regulated by PcG proteins are TFs and among them many are affected by H3K27me3S28 phosphorylation and upregulated by acute and chronic L-DOPA, suggest that LID is, at least in part, a consequence of secondary transcriptional events. These TFs might only need to be induced transiently in order to trigger transcription of other genes that lead to sustained changes in neuronal plasticity associated to long-term maladaptive responses, such as dyskinesia.

Overall our novel findings reveal a previously unrecognized plasticity of PcG-repressed genes in terminally differentiated neurons. The identification of specific genes whose expression is increased upon prolonged treatment with L-DOPA and dopamine D1 receptor stimulation offer a possibility to design novel therapeutic strategies to treat Parkinson's disease and potentially other disorders caused by dysfunctional dopaminergic transmission in the brain, such as drug addiction and schizophrenia.

## Materials and Methods

### Animals

Female C57BL/6J mice (30 g) were purchased from Taconic (Tornbjerg, Denmark). Bacterial artificial chromosomes transgenic mice expressing EGFP under the control of the promoter for the D2R (*Drd2*-EGFP) or the dopamine D1R (*Drd1a*-EGFP) were generated by the Gene Expression Nervous System Atlas program at the Rockefeller University [27] and were crossed on a C57BL/6 background for three generations. DARPP-32 T34A mutant mice [51] and Msk1−/− mice [52] have already been described. The animals were housed in groups of five under standardized conditions with 12 hours light/dark cycle, stable temperature (20°C), and humidity (40–50%). All protocols utilized to generate the model of PD and dyskinesia (including chronic administration of L-DOPA), were approved by the Research Ethics Committee of Karolinska Institutet and by the Swedish Animal Welfare Agency (permit N515/12).

### 6-OHDA lesion

Mice were anesthetized with a mixture of fentanyl citrate (0.315 mg/ml), fluanisone (10 mg/ml) (VetaPharma, Leeds, UK), midazolam (5 mg/ml) (Hameln Pharmaceuticals, Gloucester, UK), and water (1∶1∶2 in a volume of 10 ml/kg) and mounted in a stereotaxic frame (David Kopf Instruments, Tujunga, CA) equipped with a mouse adaptor. 6-OHDA-HCl (Sigma-Aldrich Sweden AB) was dissolved in 0.02% ascorbic acid in saline at a concentration of 3 µg of free-base 6-OHDA per microliter. Each mouse received one unilateral (right hemisphere) injection of 6-OHDA of 1 µl (0.5 µl/min) into the medial forebrain bundle according to the following coordinates (mm): anteroposterior (AP), −1.2; mediolateral (ML), −1.2; dorsoventral (DV), −4.8 (all millimeters relative to bregma) [53]. Noradrenergic neurons were protected by injection of 25 mg/kg desipramine (Sigma) thirty minutes prior to 6-OHDA injection. This procedure leads to a decrease in striatal tyrosine hydroxylase immunoreactivity ≥80% and to a marked akinesia affecting the side of the body contralateral to the lesioned striatum. Animals were allowed to recover for 2 weeks before experimentation.

### Mouse treatment

L-DOPA (10 mg/kg in combination with 7.5 mg/kg benserazide; purchased from Sigma) was dissolved in saline (0.9% NaCl), and injected intraperitoneally in a volume of 10 ml per kilogram of body weight for 1, 3 or 9 days. SKF81297 (3 mg/kg) was purchased from Tocris.

### Cell culture experiments

Mouse embryonic stem (mES) cells, wildtype (wt) E14 (provided by Dr. Zhou-Feng Chen and Dr. Helle Færk Jørgensen) and Eed^−/−^ (provided by Dr. Anton Wutz) were cultured on 0.1% (w/v) gelatin-coated plates in ES medium (Glasgow Minimum Essential Medium (Sigma) supplemented with Glutamax-1 (Gibco), non-essential amino acids (Gibco), 50 mM 2-mercaptoethanol, 15% (v/v) ES-cell-qualified FBS (Gibco), and 1% (v/v) penicillin/streptomycin) in the presence of 1,000 U/ml of LIF (Millipore). To induce histone phosphorylation, the mES cells were stimulated with 1 µg/mL anisomycin in DMSO or DMSO only as control.

For ChIP, cells were cross-linked for 10 min at room temperature in culture media containing 1% formaldehyde, 10 mM Hepes (pH 8.0), 0.1 mM EGTA, and 20 mM NaCl. Cross-linking was stopped by addition of glycine to a final concentration of 0.125 M, followed by an additional incubation for 5 min. Fixed cells were washed 3 times with PBS and harvested in SDS lysis buffer (50 mM Tris at pH 8.1, 0.5% SDS, 100 mM NaCl, 5 mM EDTA, 1 mM PMSF, 10 µg/ml leupeptin and 10 µg/ml aprotinin). The cells were then pelleted for 10 min at 2,400 g followed by the same ChIP protocol as for striatal tissue. The included primer sequences are listed in Table S3.

### Western blotting

Mice were killed by decapitation, the heads of the animals were cooled in liquid nitrogen for 6 s and the brains were removed. Coronal slices of 1 mm thickness were obtained from a mouse brain dissection matrix (Activational Systems Inc., RBM-2000C), and three striatal punches of 2 mm diameter from sequential slices were dissected out on an ice-cold surface, sonicated in 1% SDS, and boiled for 10 min. Proteins were separated by SDS–polyacrylamide gel electrophoresis and transferred overnight to PVDF membranes (Amersham Pharmacia Biotech, Uppsala, Sweden). The following antibodies were used: H3S28p (Millipore, 07-145), H3K27me3S28p (Hansen lab), histone H3 (Abcam, ab1791), Atf3 (Santa Cruz, sc-188). The Npas4 antibody was provided by Prof. Greenberg, Harvard Medical School, Boston, USA.

### Immunohistochemistry

Mice were rapidly anaesthetized with pentobarbital (300 mg/kg ip, Sanofi-Aventis, France) and perfused transcardially with 4% (w/v) paraformaldehyde in 0.1 M sodium phosphate buffer (pH 7.5). Brains were post-fixed overnight in the same solution and stored at 4°C. Forty-micrometer-thick sections were cut with a vibratome (Leica, Nussloch, Germany). Free-floating sections were rinsed in tris-buffered saline, permeabilized in 0.2% Triton X-100 in TBS for 20 min and blocked to prevent non-specific binding by incubation in 0.5% Triton X-100, 5% normal goat serum, 1% bovine serum albumin in TBS for 1 hr at RT. Sections were incubated overnight at 4°C with primary antibodies. The following antibodies were used: EGFP (Aves Lab, GFP-1020), NeuN (Abcam, ab138452). Antibodies for histone marks were the same as for Western blotting. Images from the dorsolateral striatum were obtained by sequential laser scanning confocal microscopy (Zeiss LSM 510 Meta). Data was analyzed by one-way or two-way ANOVA when appropriate followed by Tukey's HSD post-hoc test. Unpaired t-test was used when comparing two means. p<0.05 was considered significant.

### *Ex vivo* slice experiments

Naive C57BL/6 mice were killed by decapitation, and the brains were rapidly removed. Coronal slices (250 µm) were prepared with the use of a vibratome (Leica, Nussloch, Germany). Dorsal striata were dissected out from each slice under a microscope. Two slices were placed in individual 5-ml polypropylene tubes containing 2 ml of Krebs-Ringer bicarbonate buffer. The samples were equilibrated at 30°C for 30 minutes, followed by incubation of the slices with either vehicle (DMSO), 100 nM or 1 µM okadaic acid (Sigma) in 2 mL fresh buffer for 50 min. After incubation, the solutions were rapidly removed, the slices were sonicated in 1% SDS, and the samples were analyzed by Western blotting as described.

### *In vitro* Protein Phosphatase 1 (PP1) dephosphorylation assay using histone peptides

Ten µg of N-terminal H3 peptides representing the first 40 amino acids of histone H3.1 were used per reaction, either unmodified or modified as follows: S28 phosphorylated (H3S28p) or K27 tri-methylated and S28 phosphorylated (H3K27me3S28p). PP1 (1 unit) was added to the reaction containing 10 µg of specified H3 peptide in a 15 µl de-phosphorylation buffer: 50 mM HEPES, pH 7.5, 100 mM NaCl, 2 mM DTT, 0.01% Brij 35 and 1 mM MnCl_2_. The de-phosphorylation reaction was allowed to proceed at 30°C, for 30 min and stopped by adding EDTA (pH 8.0) to a final concentration of 5 mM. A fraction of each reaction was spotted on a nitrocellulose membrane corresponding to: 1.0 µg, 0.1 µg and 0.01 µg H3.1 peptide. The membrane was blocked as for standard Western blotting and developed using antibodies for H3S28p (Millipore 07-145, 1∶3,000) and secondary anti-rabbit HRP (Vector Laboratories). Dot-blots were added enhanced chemiluminiscence (ECL) after the last wash and exposures were made using a ImageQuant LAS 4000 camera system. The quantifications were made based on the dots containing 1 µg peptide.

### Chromatin immunoprecipitation (ChIP)

Tissue punches for chromatin preparation was obtained as described for Western blotting. The punches were fixed for 12 min in cold 1% formaldehyde/PBS followed by glycine incubation to stop further cross-linking. The fixed punches were then washed 3× with cold PBS containing phosphatase inhibitors (20 nM okadaic acid, 10 µM NaF) and subsequently snap-frozen for later use. Chromatin immunoprecipitation experiments were performed as described [54] with some modifications: Fixed striatal punches were homogenized in a nuclear extraction buffer (10 mM Tris (pH 8.0), 100 mM NaCl, 2 mM MgCl_2_, 0.3 M Sucrose, 0.25% IGEPAL CA-630) containing protease inhibitors (1 mM PMSF, 0.1 mM aprotinin, 0.1 mM leupeptin) and phosphatase inhibitors (20 nM okadaic acid, 10 µM NaF), by douncing 15 times using a 2 mL loose grind pestle followed by a 30 min incubation on ice. The homogenate was dounced another 50 times using a 2 mL loose grind pestle for nuclear release, followed by 10 min centrifugation at 2,400 g to pellet nuclei. The extracted nuclei were then lysed in a lysis buffer containing 50 mM Tris-HCl (pH 8.0), 10 mM EDTA, 1% (wt/vol) SDS and protease/phosphatase inhibitors, diluted in RIPA buffer (10 mM Tris-HCl (pH 7.5), 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% (vol/vol) Triton-X-100, 0.1% (wt/vol) SDS, 0.1% (wt/vol) Na-deoxycholate) and the DNA was sonicated to an average size of 300–500 bp using a Bioruptor standard device (Diagenode) (10 cycles 30 sec ON, 30 sec OFF, highest setting).

10 µg anti-rabbit IgG (DAKO), 3 µg of anti-H3 (“GERA”, Hansen lab), 2.5 µg of anti-Rnf2 (“NAST”, Hansen lab) anti-H3K27me3 (9756, Cell Signaling) and 2 µg anti-H3K4me3 (Lys4) (9751, Cell Signaling) and anti-H3K27me3S28p (the specificity of the batch #5 of peptide antigen purified H3K27me3S28p antibody used in this study was tested as shown in Figure S2) was incubated at 4°C with 25 µL washed Dynabeads protein A (Invitrogen) and RIPA in a total volume of 100 µL. The bead-antibody complexes were then incubated at 4°C for 2 h with 20 µL chromatin in a total volume of 250 µL. Beads were washed in 3× RIPA, 1× high salt wash buffer (20 mM Tris-HCl (pH 7.5), 500 mM NaCl, 2 mM EDTA, 0.1% Triton-X-100, 0.1% SDS), 1× LiCl buffer (10 mM Tris-HCl (pH 7.5), 250 mM LiCl, 1 mM EDTA, 1% Na-deoxycholate, 1% IGEPAL CA-630) and 1× TE buffer. After washes, DNA was eluted from beads and de-crosslinked in 20 mM Tris-HCl, pH 7.5, 5 mM EDTA, 50 mM NaCl. 1% (wt/vol) SDS and 50 µg/mL protease K at 68°C overnight. For input, 20 µL chromatin was de-crosslinked in 20 mM Tris-HCl, pH 7.5, 5 mM EDTA, 50 mM NaCl 68°C overnight. ChIP and input DNA was then purified and eluted using Minelute PCR purification kit (Qiagen). Enrichments on selected loci were measured by qPCR, 3 technical replicates, (7500 Fast, Applied Biosystems) relative to a 5-point dilution series of input chromatin. The included primer sequences are listed in Table S3. Student's *t* test were used to compare means of the different conditions.

### ChIP-sequencing

ChIPs for each experimental condition was performed in at least triplicates. The resulting immunoprecipitated DNA were pooled and prepared for ChIP sequencing using an Illumina kit according to the manufacturer's guidelines. 2 nanogram of starting material, as determined by PicoGreen concentrations, was used in each case. Sequencing was performed on a Genome Analyzer II (Illumina) at the National High-throughput Sequencing Centre in Copenhagen.

Libraries were de-multiplexed and high quality reads (Chastity score > = 0.6) were aligned to the mouse genome (mm9) using Bowtie [55] allowing up to two mismatches. Reads not aligning uniquely to the mouse genome were removed and only unique reads were used for subsequent analysis. Tracks from single genomic loci were presented using the UCSC Genome Browser (http://genome.ucsc.edu/) [56]. Reads were normalized to a library size of 10M reads and converted to wig-files using the program EaSeq (Lerdrup et al, manuscript in preparation).

### ChIP-sequencing analysis

All quantitation, scoring, gating, and visualization was done in the program EaSeq (Lerdrup et al, manuscript in preparation). A list of all transcripts including genomic coordinates was derived from Genomatix (see RNA-sequencing for details), and the amounts of ChIP-seq signal at the genomic regions corresponding to −1 kbp to +1 bkp was quantified and normalized to dataset size and a region-size of 1 kbp. Transcripts were scored positive or negative by fitting the abundance to the quantified ChIP-seq signal at all transcripts genome-wide to a normal distribution. A threshold was automatically applied at the level where the only 5% of the regions were expected to score positive by chance (thresholds were 6.8 for left hemisphere H3K27me3 and 16.9 for right hemisphere H3K27me3S28P). Transcripts were gated into subpopulations depending on the level of ChIP-seq signal relative to these thresholds and/or fold change in gene expression as well as significance in Benjamini-Hochberg corrected p-values [57].

### Gene expression analysis

One striatal punch per hemisphere was dissected out and subsequently put in RNAlater (Qiagen) at +4°C over night to inhibit RNA degradation. Total RNA was extracted using a RNeasy kit (Qiagen) and quantified on a NanoDrop 1000 device. 200 ng of RNA was used for generation of cDNA using a TaqMan Reverse Transcription Reagents kit (Invitrogen). Expression levels for individual transcripts were measured by qPCR and calculated by the ddCt-method using TATA-binding protein (*Tbp*) mRNA as housekeeping gene. The expression levels were based on 3 biological replicates. The included primer sequences are listed in Table S3.

### RNA-sequencing

A TruSeq RNA Sample preparation kit (Illumina) was used for library generation out of 0.5 µg of total RNA per condition. The generated libraries were sequenced on a Genome Analyzer II (Illumina) at the National High-throughput Sequencing Centre in Copenhagen. Reads were mapped to the mouse genome (mm9) using the Genomatix Mining Station software (Genomatix). Differential expression analysis was done on triplicates using the region miner task “Expression Analysis for RNASeq Data” on a Genomatix Genome Analyzer (Genomatix) using the DeSeq algorithm [58].

### Gene ontology analysis

Gene ontology (GO) enrichment analyses were done from sets of genes with a significant (Benjanimi-Hochberg corrected for multiple testing) increase or decrease in expression of at least 1.5 fold using the DAVID functional annotation tool at http://david.abcc.ncifcrf.gov/ [59], [60].

### Accession number

The Geo accession number for the ChIP-seq and RNA-seq data reported in this paper is GSE60703.

## Supporting Information

Figure S1 The H3K27me3S28p mark is induced in the striatum after injection of a specific dopamine D1-receptor agonist. A. Representative confocal micrographs of H3K27me3S28p immunoreactivity. Acute SKF81297 administration (1 hour) increased striatal H3K27me3S28 phosphorylation in naïve animals compared to vehicle-treated animals (t_(4)_ = 5.22, ** p<0.01). n = 3 per condition. Data are means ± S.E.M. * p<0.05, ** p<0.01, *** p<0.001. B. Lesioned (6-OHDA treated) and unlesioned mice (vehicle treated) were treated chronically with L-DOPA (every day for 9 days) and proteins were extracted from tissue samples 1 hour after the last L-DOPA injection and subjected to Western blotting using antibodies for H3K27me3S28p and general H3. The H3K27me3S28p signal was normalized to H3 and the ratio was plotted in the lower part as arbitrary units. Data are means ± S.E.M. from three independent experiments. *** p<0.001.
(EPS) Click here for additional data file.

Figure S2 Validation of the H3K27me3S28p antibody. A. Dot-blot analysis using synthetic peptides representing the N-terminal tail of histone H3.1, with the indicated chemical modifications, that were spotted in amounts as shown on the right hand side of the membrane. The membrane was incubated with H3K27me3S28p antibody (batch #5) and processed as described in the Suppl. Materials and Methods section. B. ChIP-qPCR on chromatin from wt and Eed−/− mouse ES cells after 1 h stimulation with anisomycin or DMSO. Antibodies for H3K27me3, H3K27me3S28p, and primers for regulatory regions of *Jun and Egr1* were used. Signals from histone marks are normalized to total histone H3 signals. Data are means ± S.E.M of triplicate qPCR reactions. The statistical significance of the signal in the anisomycin treated cells is compared to the respective signal in the DMSO treated cells, * p<0.05, ** p<0.01, *** p<0.001.
(EPS) Click here for additional data file.

Figure S3 Representative fluorescence micrographs of NeuN immunoreactivity (red) and DAPI (blue). Approximately 90.0±3.7% out of a total of 2,686 counted nuclei were neurons as they positively stained for the pan-neuronal marker NeuN+. Data is mean ± S.E.M.
(EPS) Click here for additional data file.

Figure S4 GO-analysis. GO-terms of significantly up-regulated H3K27me3 and H3K27me3S28p positive transcripts in the sub-populations indicated with roman numerals in Figure 3G–I. Values on the axis are −log(p-values) of the most significant GO-terms (Benjamini-Hochberg corrected for multiple testing). Red coloring covers the values below 0.05 (∼−1.3 when log10 transformed).
(EPS) Click here for additional data file.

Figure S5 Attenuated H3K27me3S28 phosphorylation in Msk1 KO mice. H3K27me3S28 phosphorylation was attenuated in Msk1−/− mice following acute administration of L-DOPA (lesion x genotype interaction: F_(1,16)_ = 9.76, p = 0.007). *** p<0.001 vs unlesioned hemisphere of the same genotype, °° p<0.01 vs lesioned wt hemisphere. n = 5 per condition. Data are means ± S.E.M. * p<0.05, ** p<0.01, *** p<0.001.
(EPS) Click here for additional data file.

Figure S6 Histograms of the fold change in expression in lesioned striata compared to unlesioned striata after chronic L-DOPA of transcripts from H3K27me3S28p positive and H3K27me3 positive genes (A), from H3K27me3S28p-negative but H3K27me3-positive genes (B), and from genes regardless of specific histone marks (C). D. Immunostaining for Atf3 (red) in unlesioned and lesioned striata after 9 days of chronic L-DOPA administration (4 hours timepoint after last L-DOPA administration) of D1-EGFP (green) expressing mice. Scale bar 10 µm.
(PDF) Click here for additional data file.

Figure S7 ChIP-seq signals for input chromatin, H3K4me3, H3K27me3 and H3K27me3S28p in unlesioned and lesioned striata 1 hour after injection of L-DOPA (acute) in unilaterally 6-OHDA lesioned mice, across genomic regions near the A) *Ppm1n* and *Galr2* genes and B) near the *Nr4a2* (also known as *Nurr1*), *Ngf* and *Lipg* genes.
(EPS) Click here for additional data file.

Table S1 List of unlesioned striatum H3K27me3 and lesioned striatum H3K27me3S28p positive genes with a significant (p>0.05) fold change of more than log2 = 0.58 in the lesioned hemisphere compared to the unlesioned hemisphere 1 h after a first L-DOPA injection (“acute”) based on RNA-seq data. The corresponding change in expression in chronically L-DOPA treated lesioned to unlesioned hemispheres are listed in the second column if significant. Genes with a normalized expression value of <0.004 were considered non- detectable. Genes that significantly changed expression in the unlesioned striata after L-DOPA injection and genes that changed expression in the lesioned hemisphere compared to the unlesioned hemisphere were not listed.
(EPS) Click here for additional data file.

Table S2 List of unlesioned striatum H3K27me3 and lesioned striatum H3K27me3S28p positive genes with a significant (p>0.05) fold change of more than log2 = 0.58 in the lesioned hemisphere compared to the unlesioned hemisphere 1 h after a last L-DOPA injection after 9 days of daily L-DOPA injections (“chronic”) based on RNA-seq data. The corresponding change in expression in acutely L-DOPA treated lesioned to unlesioned hemispheres are listed in the second column if significant. Genes with a normalized expression value of <0.004 were considered non-detectable. Genes that significantly changed expression in the unlesioned striata after L-DOPA injection and genes that changed expression in the lesioned hemisphere compared to the unlesioned hemisphere were not listed.
(EPS) Click here for additional data file.

Table S3 List of primers for ChIP-qPCR and RT-qPCR analyses used throughout this study.
(EPS) Click here for additional data file.

Text S1 Describes supplementary methods for additional cell culture experiments, dot-blot analysis and immunohistochemistry.
(DOCX) Click here for additional data file.

# Supplementary material for: Dopamine Signaling Leads to Loss of Polycomb Repression and Aberrant Gene Activation in Experimental Parkinsonism
**Source:** PLoS Genet. 2014 Sep 25;10(9):e1004574. doi: 10.1371/journal.pgen.1004574
**Supplement:** Text S1 — Describes supplementary methods for additional cell culture experiments, dot-blot analysis and immunohistochemistry.

**TEXT S1**

**SUPPLEMENTARY METHODS**

**Cell culture experiments**

Mouse embryonic stem (mES) cells, wildtype (wt) E14 (provided by Dr. Zhou-Feng Chen and Dr. Helle Færk Jørgensen) and Eed^-/-^ (provided by Dr. Anton Wutz) were cultured on 0.1% (w/v) gelatin-coated plates in ES medium (Glasgow Minimum Essential Medium (Sigma) supplemented with Glutamax-1 (Gibco), non-essential amino acids (Gibco), 50 mM 2-mercaptoethanol, 15% (v/v) ES-cell-qualified FBS (Gibco), and 1% (v/v) penicillin/streptomycin) in the presence of 1,000 U/ml of LIF (Millipore). To induce histone phosphorylation, the mES cells were stimulated with 1μg/mL anisomycin in DMSO or DMSO only as control.

For ChIP, cells were cross-linked for 10 min at room temperature in culture media containing 1% formaldehyde, 10 mM Hepes (pH 8.0), 0.1 mM EGTA, and 20 mM NaCl. Cross-linking was stopped by addition of glycine to a final concentration of 0.125 M, followed by an additional incubation for 5 min. Fixed cells were washed 3 times with PBS and harvested in SDS lysis buffer (50 mM Tris at pH 8.1, 0.5% SDS, 100 mM NaCl, 5 mM EDTA, 1 mM PMSF, 10 µg/ml leupeptin and 10 µg/ml aprotinin). The cells were then pelleted for 10 min at 2,400 g followed by the same ChIP protocol as for striatal tissue. The included primer sequences are listed in Suppl. Table S3.

**Dot-blot analysis**

Peptides representing the N-terminal 40 aa´s of human histone H3.1 with the following modifications: H3K27me3: tri-methylation of lysine 27 (K27); H3S28p: phosphorylation of serine 28 (S28); H3K27me3S28p: tri-methylated at lysine 27 (K27) and phosphorylated at serine 28 (S28); H3K9me3S10p: tri-methylated at lysine 9 (K9) and phosphorylated at serine 10 (S10). The peptides were spotted onto a nitrocellulose membrane (Hybond C-extra) in amounts corresponding to 1.000 µg, 0.100 µg, 0.010 µg and 0.001 µg. The membrane was blocked followed by incubation with H3K27me3S28p antibody (batch #5) for 2 hours, washed and incubated with anti-rabbit HRP antibody (1:5,000 dilution). After 45 min incubation the membrane was washed and processed for development using enhanced chemiluminescence (ECL) on film.

**Immunohistochemistry**

Mice were treated for 9 days with L-DOPA (10 mg/kg in combination with 7.5

mg/kg benserazide), anaesthetized and perfused 4 hrs post-injection on day 9.  Details can be found in the Materials and Methods section of the main manuscript.  Fixed tissue slices were incubated with anti-EGFP (Aves Lab, GFP-1020) and anti-Atf3 (Santa Cruz, sc-188) following the same protocol as described in the Materials and Methods section of the main text where the Image acquisition is also described.

How the deposited data were processed for this re-analysis (not part of the article)

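The RNA-seq libraries of this study cover 4 groups with 3 libraries each, from the lesioned and the unlesioned striatum of mice treated with L-DOPA once or on 9 days, taken 1 hour after the last injection. The groups and replicate numbers were read from the sample labels and the paper's methods. The ChIP-seq, RT-qPCR and Western blot data were not analysed here, nor was any Gene Ontology enrichment.

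The authors prepared the libraries with a TruSeq kit, sequenced them on a Genome Analyzer, mapped the reads to mm9 and deposited read counts per transcript without normalization, for 189660 transcripts of the Genomatix list. The mapper's settings for reads with several positions and for the strand are not stated in the paper's text. A read was counted on every transcript it overlaps. The authors also deposited a normalized expression signal per transcript, which scales the count by transcript length and library size and was used here only to check the counts. Their 3 tables of comparisons hold the authors' p-values, adjusted p-values and log2 fold changes from DESeq, run on triplicates, with placeholders where a group had no reads. From these tables only the comparison values were used, set beside the values computed here, and 36 columns of per-sample values in them were not used.

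The counts served for all tests. In the transcript table, 19578 transcripts had no count in any library. Another 296 name no gene and held 0.0485% of all counts; they were left out of counts by gene. Each of the 4 comparisons of 2 groups was fitted on its 6 libraries, and the difference of the lesion effects was fitted as an interaction on all 12. The paper's methods name triplicates and do not say which libraries entered each of its fits. The fits used edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with filterByExpr by group, TMM normalization, glmQLFit and glmQLFTest, without a block for the replicate number. A transcript was called regulated at a Benjamini-Hochberg adjusted p under 0.05, and a threshold of 1.5 fold (0.585 on the log2 scale) was applied to its fitted fold change as in the paper. Standard errors were taken from the log2 fold change and its F statistic. Tables and figures were made with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9).

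The totals per library ran from 87695043 to 173116525 counts over all transcripts. A group whose libraries all hold at most 3 counts was treated as at the floor, and a fold against it was given as a lower bound. Floors and intervals cover counting error only, since the reads carry no molecular identifiers. With 3 libraries against 3, an exact permutation test of a single value cannot go below p = 0.10, so no such test was run. Transcripts of a gene share reads, so numbers of transcripts are not numbers of independent events, and gene numbers are given beside them.

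The genes named in the text follow a rule set before the data were examined. They are the 22 genes whose expression the paper names, 1 of which is not reported here, 5 genes of the pathway and the model, and for each of the 5 comparisons the 3 largest rises and the 3 largest falls among genes past the threshold with a mean of at least 1 CPM and, between 2 groups, no overlap of their libraries. Other genes were chosen after their values were seen and are marked so. Lists of marker genes for oligodendrocytes, microglia, astrocytes, blood, choroid plexus, endothelium, cortical glutamatergic neurons and D1 and D2 medium spiny neurons were written before the data were examined.

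The fits were tested on simulated counts with the real means and library sizes of 129674 transcripts, 200 of them changed by known amounts. The comparison of 2 groups of 3 recovered 199 of the 200 and made 34 false calls among 233, a share of 14.6% that lies above the nominal level. With the replicate number as a block, 199 were recovered and 56 of 255 calls were false (22.0%). The interaction recovered 186 and made 22 false calls among 208 (10.6%), and DESeq2 1.42.0 recovered 198 with 43 false calls among 241 (17.8%). With nothing changed, 15 of 129674 transcripts were called. The simulated libraries held no pair effect, so the share with the block does not tell how a block behaves on paired libraries. All simulated changes were beyond 1.5 fold and in transcripts of at least 1 CPM, so recovery of smaller changes was not tested.

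The replicate numbers were checked for pairing by the correlation, across genes, of the deviations of same-numbered libraries from their group means. After chronic L-DOPA these were 0.302, 0.393 and 0.105, all above the 0.1 set as the limit, so the chronic libraries were taken as paired. Chronic lesioned replicate 1 and chronic unlesioned replicate 3, of unlike numbers, reached 0.0999, so the limit barely separates the pair at 0.105. Acute pairs at 0.231 and 0.183 also passed and the pair at 0.0275 did not, so pairing of the acute libraries is not excluded. The paper's text describes the unlesioned striatum as the internal control of each mouse, whereas the labels of the series count 12 mice for 12 libraries. No pair of replicates was a copy of the other: the chi-square per degree of freedom between replicates ranged from 5.9 to 21.8 over genes.

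The alternatives set before the data were examined included DESeq2's size factors, DESeq2, no filter on low counts and an adjusted p under 0.01. They also included a single transcript per gene and, planned for the named genes, the sum over all transcripts of a gene. The others were a fit over all 12 libraries, the replicate number as a block, and each library left out in turn. Those chosen after seeing the data thinned the counts to the smallest library or entered a score of cortical marker genes as a covariate. Another removed a trend with GC content and length from each library. This removal also made the mean log level of the tested genes equal across libraries, so it changed the scaling as well as the trend. GC content and length were those of the longest protein-coding transcript of the same symbol in GENCODE vM1, which covered 80.2% to 81.6% of the genes called.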

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

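The explanations tested in this part, with the limits they were judged by, were chosen after the results had been seen. The lists of marker genes were written before. The fits with the replicate number as a block or without a library were also set before, but their use to judge an explanation was not. A pattern found and tested on the same libraries remains a hypothesis.

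The unlesioned striatum was compared between chronic and acute L-DOPA, a comparison whose values the paper does not report. Of 129187 transcripts tested, 3366 were regulated, 1251 of them higher and 2115 lower after chronic L-DOPA. The number rests on single libraries. It was 66 without replicate 2 of the acute unlesioned group and 14377 without replicate 2 of the chronic unlesioned group. It also depends on how genes are counted. A single transcript per gene gave 544 genes, and counts summed over all transcripts of a gene gave 34 higher and 67 lower genes. Of the 10 splits of the 6 libraries, only the real one (1 of 10) gave as many calls, and no design of 3 against 3 can give a smaller share. Library size was examined by thinning all libraries to the smallest total, after which 2485 of the 3366 transcripts were still called, which argues against depth as the whole cause. Removing a trend with GC content and length from each library left 408 of 429 genes called, which argues against such a trend. With a score of cortical marker genes as a covariate, all 3366 transcripts were still called, so cortical tissue in some libraries does not account for them. Choroid plexus tissue in replicate 2 of the chronic unlesioned group does not account for them either, since leaving that library out raised the number to 14377. A difference between the chronic and acute mice other than exposure to L-DOPA, such as the day of collection, cannot be told apart from the treatment, because each group of mice had a single treatment. The lesioned side shows the same shift, with 397 of the 409 genes past the threshold on both sides moving the same way and r = 0.455 across 19489 genes, which are not independent replicates. An effect of repeated L-DOPA on the unlesioned side remains open in the same way.

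Among the named genes, 14 were past the threshold between chronic and acute L-DOPA in the unlesioned striatum. Those named in the paper were all lower after chronic L-DOPA, with log2 fold changes of -1.37 for Atf3, -0.96 for Fosb, -0.94 for Arc, -0.93 for Fos, -0.93 for Egr2, -0.72 for Egr4 and -0.45 for Egr1, and the dopamine D2 receptor gene Drd2, which overlaps Ankk1 on the opposite strand, changed by -0.33. The largest falls were those of Hist1h2be (-1.97), which overlaps Hist1h1e and other transcripts, Apold1 (-1.65) and Dok3 (-1.43). The largest rises were those of 2900002K06Rik (2.00), which overlaps Rbm3 on the opposite strand, Plin4 (1.85, and 1.13 without replicate 1 of the chronic unlesioned group), which overlaps Hdgfrp2 on the opposite strand, and Agxt2l1 (1.40). Without replicate 1 of the acute unlesioned group 10 of the 14 lost the call, and 4 kept it whichever library was left out: 2900002K06Rik, Dok3, Fos and Fosb. Every one of the 14 kept it without replicate 2 of the chronic unlesioned group, the library with choroid plexus transcripts. The lower immediate early genes may reflect a weaker response of the unlesioned side to repeated L-DOPA or a difference in handling on the day; the 397 genes that move alike on both sides do not separate the explanations.

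The difference between the lesion effects after chronic and after acute L-DOPA was tested with an interaction term. Of 130867 transcripts, 5911 were past the threshold, or 15875 with the replicate number as a block within each treatment. Only after chronic L-DOPA did all replicate numbers pass the limit for pairing. The paper compares lists of induced genes and does not report this test. Tested on a single transcript per gene (20664 genes), 1053 were called, and 5 of 100 splits that exchange libraries between the treatments within each side, the real one included, gave as many. The other 4 gave 3344, 2288, 1444 and 1341 calls. All 4 kept the 3 chronic lesioned libraries together and exchanged 2 libraries of the unlesioned side. The count alone is therefore no proof that the lesion effect differs, since a difference between chronic and acute libraries on the lesioned side, whatever its source, is enough to produce it. After thinning, 4890 of the 5911 transcripts were still called, with the cortical score as a covariate 5812 were, and without replicate 2 of the chronic unlesioned group 5323 transcripts were called, which argues against depth, cortical tissue and choroid plexus tissue as the whole cause.

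Of the named genes, 19 had a different lesion effect after chronic than after acute L-DOPA. The log2 fold change between the striata was higher after chronic than after acute L-DOPA for Inhba (5.16 on the log2 scale) and the neighbouring clone AK035610 (5.10), Sstr2 (4.20), Areg (3.52), Lipg (3.02), Th (2.72), Trh (2.22), Drd1a (0.98), Nr4a3 (0.91), Egr2 (0.69), Npy (0.65) and Egr3 (0.57). It was lower for AK143311 (-2.66), Dnajb1 (-2.13), Dnajb9 (-1.98), Pramef8 (-1.83), Galr2 (-1.65), Fxyd7 (-1.48) and Clspn (-1.05). Drd1a fell less after chronic (-1.32) than after acute L-DOPA (-2.30), whereas Fxyd7 (-2.07 against -0.59) and Clspn fell more after chronic L-DOPA. The call of 16 of them held in each of the 12 fits that left out a library. It was lost for Galr2 in 10, for Egr2 in 9 and for AK143311 in 2 of the 12, with the highest adjusted p for AK143311 without replicate 2 of the chronic unlesioned group (-2.48), for Egr2 without replicate 3 of the acute unlesioned group (0.61) and for Galr2 without replicate 3 of the chronic lesioned group (-1.57). For Egr2 the difference comes from the lower level of the unlesioned side after chronic L-DOPA (-0.93), since the lesioned side did not rise (-0.25). On the unlesioned side, no difference between chronic and acute L-DOPA was detected for Inhba (0.19), Sstr2 (0.24), Trh (0.01) and Th (0.03), so a difference between the acute and the chronic mice that reaches both sides alike does not produce their values. An effect of repeated L-DOPA on the lesioned side remains a hypothesis for these genes.

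Th, which encodes tyrosine hydroxylase, rose in the lesioned striatum after chronic L-DOPA, from 1.84 ± 0.11 CPM in the unlesioned to 9.63 ± 1.4 in the lesioned striatum (SD, n = 3), a log2 fold change of 2.39, and not after acute L-DOPA (-0.33). RNA of dopaminergic cells would bring their other transcripts along. Slc6a3 stayed at or under 0.0641 CPM in every library, far under the rise of Th, which argues against such cells. The log2 fold change of Slc18a2 was 0.12, but this value is that of the clone AK165147, which overlaps Pdzd8 on the opposite strand and can share its reads, as do all 8 transcripts of Slc18a2 that were tested (0.12 to 0.48, with none past the threshold), so it adds little. Pnmt, chosen after its values were seen, rose by 3.38. A change within striatal cells is the explanation left among those tested, as a hypothesis.

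Drd1a fell in the lesioned striatum after acute L-DOPA by a log2 fold change of -2.30, from 66.7 ± 3.3 to 13.5 ± 2.0 CPM (SD, n = 3), which the paper does not discuss. If the lesioned samples held fewer D1R expressing medium spiny neurons, the other genes of the D1 list would fall by as much. The largest fall among them was that of Isl1, with -0.78, and the list ranged up to 0.89, so a loss of these neurons as the whole cause is excluded. A lower Drd1a transcript level in these neurons may be the reason, and the change was not separated from an effect of the lesion alone, since no saline libraries were analysed here.

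Replicate 2 of the chronic unlesioned group held 451 CPM of Ttr, which encodes transthyretin, against at most 1.50 in the other 11 libraries. The other 4 choroid plexus genes were also highest there, by a median of 13.5 times the highest other library, from 1.45 times for Clic6 and 3.68 times for Kl to 23.2 times for Folr1 and 36.1 times for Kcne2. This is consistent with choroid plexus tissue in that library; of the list, 1 of 5 genes lay above 1 CPM in all 12 libraries. No biological explanation was tested, since the other libraries of the same condition do not show it.

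Transcripts of Y-linked genes were found in all 12 libraries, while the paper's methods name female mice. Ddx3y lay between 11.9 and 21.9 CPM, Kdm5d between 2.68 and 4.03, Uty between 2.15 and 3.27 and Eif2s3y between 3.74 and 8.95. The first 3 overlap other transcripts of the list, Eif2s3y does not. Reads of X-linked copies in female RNA would come with Xist, whose highest level was 0.0810 CPM, so that explanation is excluded. All 12 libraries had each Y-linked gene above 1 and Xist under 0.1 CPM, which is consistent with RNA of male mice. The genes were chosen after their values were seen, and the sex of the mice behind these libraries is not given by the labels.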

How the results depend on the processing

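The alternatives were set before the data were examined, apart from thinning, the cortical score and the removal of a GC and length trend, which were chosen after seeing the data. Each changed the choice named and kept the rest.

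With DESeq2's size factors, the number of regulated transcripts changed little in each of the 5 comparisons. No filter on low counts moved it past 1.5 times only in the unlesioned striatum between chronic and acute L-DOPA (5821), as did DESeq2 (6166), and a fit over all 12 libraries moved it only for chronic lesioned against unlesioned (22946); the cause was not tested. A single transcript per gene left 3135 regulated in the acute comparison of lesioned with unlesioned striata, 2664 in the chronic one, 4914 between chronic and acute L-DOPA in the lesioned striatum, 544 in the unlesioned striatum and 1053 for the difference of lesion effects, because fewer features were tested. An adjusted p under 0.01 left, in the same order, 6707, 7079, 12545, 108 and 2474, by its construction.

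With each library left out in turn, the number ran from 9547 to 15328 for acute lesioned against unlesioned, from 9137 to 14864 for chronic, from 16025 to 36534 between chronic and acute L-DOPA in the lesioned striatum, from 66 to 14377 in the unlesioned striatum and from 3794 to 9536 for the difference of lesion effects. The lowest values came, in this order, without replicate 3 of the acute unlesioned, 3 of the chronic unlesioned, 1 of the chronic lesioned, 2 of the acute unlesioned and 3 of the acute unlesioned group, and fewer libraries lower the number by themselves. The number rose without replicate 2 of the chronic lesioned group (36534 and 9536) and without replicate 2 of the chronic unlesioned group (14377); the cause was not tested. The share of induced transcripts among those changed at least 1.5 fold stayed between 72.0% and 80.1% (acute), 66.0% and 76.5% (chronic) and 41.2% and 56.2% (chronic against acute, lesioned), so the last crosses an even split. With the cortical score it was 68.6%, 72.1% and 48.1%, and on a single transcript per gene 65.9%, 64.9% and 50.2% with the GC and length trend removed against 77.1%, 70.4% and 48.0% without the removal.

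With the replicate number as a block, 28237 transcripts were regulated in the acute comparison of lesioned with unlesioned striata, 27505 in the chronic one and 15875 for the difference of lesion effects, against 27758 and 2817 between chronic and acute L-DOPA in the lesioned and the unlesioned striatum. Only after chronic L-DOPA did all replicate numbers pass the limit for pairing. The correlations were 0.231, 0.183 and 0.0275 for acute libraries, where pairing is not excluded. They lay between -0.0853 and 0.0768 between treatments. With the block the simulated data also gave more false calls, 22.0% against 14.6%, but those data held no pair effect. Thinning together with the block gave 26139 in the chronic comparison and thinning alone 14372; thinning gave 14608, 28329, 2814 and 5239 in the others. Removing the GC and length trend on a single transcript per gene gave 3540, 2592, 4321 and 664 genes in the first 4 comparisons, and 4702 with the block in the chronic one, against 2572, 2155, 3993, 429 and 3779 without the removal on the same genes. With the cortical score as a covariate 6764 transcripts were regulated in the unlesioned striatum; in the other comparisons the number stayed within 1.5 times.

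For the named genes, 150 results were followed over 1785 values, from DESeq2's size factors, DESeq2, the fit over all 12 libraries, the replicate block, the sum over a gene's transcripts and each library left out. Of these 1652 kept their direction and side of the threshold, 109 lost the call, 9 gained it and 15 changed sign, and 117 results kept both under each of these that could be run. The replicate block changed no call among the named genes of the paired chronic comparison. In the comparisons that did not pass the limit for pairing, Klf4 and Adra1b (chronic against acute, lesioned) and Drd2 (unlesioned) lost the call with the block. Npy and Th (acute) gained it. For the difference of lesion effects, in which all replicate numbers passed that limit only after chronic L-DOPA, Nr4a2 was called with the block (2.55). With the counts summed over all transcripts of a gene, 12 of the 150 results lost the call: Drd2 and the clone AK035610 (acute), Dnajb9 (chronic), Klf4 (chronic against acute, lesioned), Atf3, Egr1, Drd2, Hist1h2be, Apold1 and Plin4 (unlesioned), and Galr2 and Egr2 (difference of lesion effects). The changes of sign concern values near 0. Adra1b after chronic L-DOPA was 0.000792 with DESeq2's size factors, 0.0222 with the replicate block and between -0.21 and 0.41 with each library left out, and for the difference of lesion effects it lay between -0.15 and 0.46, Atf3 between -0.15 and 0.29 and Klf4 between -0.20 and 0.0767.

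The depth limits genes near the floor. Gal could not be tested after acute L-DOPA, Ppm1n has no fold after chronic L-DOPA, and Hoxa2 had at most 1 count in any library, so a change of it was not detectable at this depth.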

Differences from the paper's values

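The paper reports 10298 regulated transcripts after acute L-DOPA in the lesioned compared to the unlesioned striatum, and 16684 were called here. As a share of all transcripts, the paper's value is 5.4% and the value here 8.80%. Among the alternatives set before the data were examined, the numbers came within 1.5 times of the paper's with a fit over all 12 libraries (11141, or 5.87%), with DESeq2 (14167, or 7.47%) and with each of the 6 libraries left out in turn (9547 to 15328, or 5.03% to 8.08%). They did not with DESeq2's size factors in edgeR (16701, or 8.81%), without the filter on low counts (18636, or 9.83%), with the replicate number as a block (28237, or 14.9%) and with an adjusted p under 0.01 (6707, or 3.54%). With a single transcript per gene, which changes what is counted, 3135 were regulated. The authors' deposited table holds 10298 transcripts with an adjusted p of at most 0.05, the paper's number.

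The paper's shares of induced transcripts use 2 denominators. Its 77% after acute L-DOPA equals the induced transcripts among those changed at least 1.5 fold (77.4% in the authors' deposited table, 78.1% here), and its 46% after chronic L-DOPA equals the induced transcripts among all regulated transcripts (46.2% in the authors' deposited table, 36.6% here). On the first denominator the chronic share is 74.3% in the authors' deposited table and 71.7% here, and on the second the acute share is 28.1% in the authors' deposited table and 22.3% here. The chronic share of 36.6% depends on the setting. It was 22.8% with the replicate number as a block and 26.6% with a fit over all 12 libraries, both more than 1.5 times under the paper's value, 34.7% with DESeq2, 38.2% to 52.7% with each of the 6 libraries left out in turn and 58.8% with an adjusted p under 0.01. With DESeq2's size factors in edgeR it was 37.4%, without the filter on low counts 36.7% and with a single transcript per gene 36.8%.

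The paper lists Nr4a2 and Lipg as induced only after chronic L-DOPA. Here both were also higher in the lesioned striatum after acute L-DOPA. Lipg had a log2 fold change of 1.18 and an adjusted p of 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its adjusted p in the authors' deposited table is 0.0175. Nr4a2 had a log2 fold change of 1.27 and an adjusted p of 0.0140 from the same quasi-likelihood test with Benjamini-Hochberg adjustment. It was not called with a fit over all 12 libraries in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p 0.134), with DESeq2 and its Benjamini-Hochberg adjustment (0.0652) or without replicate 3 of the acute unlesioned group, again by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.0676), and its adjusted p in the authors' deposited table is 0.0615. For both genes the change after chronic L-DOPA was larger, with 3.71 for Nr4a2 and 4.20 for Lipg. The paper's statement on these genes refers to RT-qPCR, which was not analysed here.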

Other observations

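The test in this part was chosen after the values had been seen; the lists of marker genes were written before.

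Marker genes of cortical glutamatergic neurons differed between libraries. Slc17a7 lay between 1.25 and 32.7 CPM, and the other 4 genes of the list were all highest in the library where it was highest, replicate 3 of the chronic unlesioned group. This is consistent with different amounts of cortical tissue in the libraries. The median log2 fold change of the list between lesioned and unlesioned striata was -1.42 after acute and -1.63 after chronic L-DOPA, and 1 of its 5 genes lay above 1 CPM in all 12 libraries. With the mean of these genes as a covariate, 10413 of the 16684 transcripts regulated after acute, 9002 of the 15295 regulated after chronic L-DOPA and 26748 of the 29698 regulated between chronic and acute L-DOPA in the lesioned striatum were still called, so cortical tissue is excluded as the whole cause of these numbers and may account for part of them. Of the 10 splits of the 6 libraries in each of these 3 comparisons, only the real one (1 of 10) gave as many calls, the smallest share that 3 against 3 allow.

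The other lists gave these medians of the log2 fold change between lesioned and unlesioned striata after acute and after chronic L-DOPA and, between chronic and acute L-DOPA, in the lesioned striatum. For oligodendrocytes they were 0.31, -0.22 and -0.84, for microglia 0.29, 0.09 and -0.61, for astrocytes 0.20, 0.12 and -0.28, for endothelium 0.16, 0.19 and -0.22, for blood 0.32, -0.11 and -1.20, for D1 medium spiny neurons -0.76, 0.13 and 1.06, and for D2 medium spiny neurons 0.62, 0.10 and -0.46. Above 1 CPM in all 12 libraries were 6 of 6 oligodendrocyte, 6 of 7 microglia, 5 of 5 astrocyte, 4 of 4 endothelial, 1 of 4 blood, 4 of 5 D1 and 5 of 5 D2 genes. The D1 list holds Drd1a and the D2 list Drd2, which the paper also names. The trend with GC content and length, removed from each library, left 3855 of 3993 genes called between chronic and acute L-DOPA in the lesioned striatum, which argues against such a trend as the cause of that number.

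The cold-inducible genes Cirbp and Rbm3 were chosen after their values were seen. Cirbp was higher after chronic than after acute L-DOPA on both sides, by 1.45 in the lesioned and 1.39 in the unlesioned striatum on the log2 scale. Rbm3, which 2900002K06Rik overlaps, was higher in the lesioned than in the unlesioned striatum by 1.88 after acute and 0.68 after chronic L-DOPA. Between chronic and acute L-DOPA the transcript that stands for Rbm3 was lower in the lesioned (-0.48) and higher in the unlesioned striatum (0.72). In the lesioned striatum the authors' deposited table has 12 transcripts of Rbm3 higher and 2 lower after chronic L-DOPA. The fall is therefore not that of most called transcripts of the gene.

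Of the genes named in the paper, 15 of the 20 tested after acute L-DOPA were past the threshold over all transcripts and 16 adjusted over the list alone, after chronic L-DOPA 17 of 20 and 18, and for the difference of lesion effects 8 of 21 and 13. The paper chose part of this list on these libraries, so the second numbers are not independent evidence. Across 19506 genes tested in both, the log2 fold changes of the lesion effect after acute and chronic L-DOPA had r = 0.517; genes are not independent replicates, and 984 of the 1019 genes past both thresholds moved the same way.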
